# Transcriptional analysis of the mammalian heart with special reference to its endocrine function

**DOI:** 10.1186/1471-2164-10-254

**Published:** 2009-06-01

**Authors:** Monica Forero McGrath, Adolfo J de Bold

## Abstract

**Background:**

Pharmacological and gene ablation studies have demonstrated the crucial role of the endocrine function of the heart as mediated by the polypeptide hormones ANF and BNP in the maintenance of cardiovascular homeostasis. The importance of these studies lies on the fact that hypertension and chronic congestive heart failure are clinical entities that may be regarded as states of relative deficiency of ANF and BNP. These hormones are produced by the atrial muscle cells (cardiocytes), which display a dual secretory/muscle phenotype. In contrast, ventricular cardiocytes display mainly a muscle phenotype. Comparatively little information is available regarding the genetic background for this important phenotypic difference with particular reference to the endocrine function of the heart. We postulated that comparison of gene expression profiles between atrial and ventricular muscles would help identify gene transcripts that underlie the phenotypic differences associated with the endocrine function of the heart.

**Results:**

Comparison of gene expression profiles in the rat heart revealed a total of 1415 differentially expressed genes between the atria and ventricles based on a 1.8 fold cut-off. The identification of numerous chamber specific transcripts, such as ANF for the atria and Irx4 for the ventricles among several others, support the soundness of the GeneChip data and demonstrates that the differences in gene expression profiles observed between the atrial and ventricular tissues were not spurious in nature. Pathway analysis revealed unique expression profiles in the atria for G protein signaling that included Gα_o1_, Gγ_2 _and Gγ_3_, AGS1, RGS2, and RGS6 and the related K^+ ^channels GIRK1 and GIRK4. Transcripts involved in vesicle trafficking, hormone secretion as well as mechanosensors (e.g. the potassium channel TREK-1) were identified in relationship to the synthesis, storage and secretion of hormones.

**Conclusion:**

The data developed in this investigation describes for the first time data on gene expression particularly centred on the secretory function of the heart. This provides for a rational approach in the investigation of determinants of the endocrine of the heart in health and disease.

## Background

In all mammals, atrial cardiac muscle cells (cardiocytes) display phenotypic differences with their ventricular counterparts owing to the endocrine function of the former. Atrial cardiocytes contain secretory-like granules known as *specific atrial granules*, which co-store two polypeptide hormones, atrial natriuretic factor (ANF or ANP, Nppa) and B-type natriuretic peptide (BNP, Nppb), referred to as cardiac natriuretic peptides (NP).

The increase in atrial NP gene expression and secretion observed during hemodynamic overload is viewed as a cardioprotective mechanism based on the capacity of ANF and BNP to reduce load by modulating renal function, vessel tone, as well as the renin-angiotensin-aldosterone and the sympathetic nervous systems, among others.

Considerable effort has been focused on the elucidation of the mechanistic underlying of ANF and BNP gene expression and secretion by the atrial cardiocytes. The majority of these investigations have concentrated on pharmacological interventions but much remains to be determined regarding specific genes involved in cardiocyte secretory function. This information is important however, to understand why under chronic conditions of hemodynamic overload such as in chronic congestive heart failure, the secretion of ANF and BNP is insufficient as demonstrated by the fact that patients that receive exogenous hormone benefit from the unloading of the heart induced by therapeutic administration of either of the hormones [1]. Through the present work we have defined genes that may be fitted within a more detailed view of cardiac endocrine function.

## Results

### Differentially expressed genes between atrial and ventricular tissues

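Left atrial appendages and left ventricular free walls came from 13 male Sprague Dawley rats of 225 to 275 g. The tissue of each kind was divided into 4 pools, so a replicate is a pool of several animals and the spread between replicates is a spread between pools. Total RNA, 10 μg per array, was hybridized as biotin-labeled cRNA to Affymetrix GeneChip rat genome arrays, which read each transcript with a probe set, a group of short oligonucleotides matched to it. The authors summarized the probe intensities by Robust Multiple-Array Averaging (RMA), which adjusts for background, gives every array the same distribution of intensities and yields 1 value per probe set. The deposited values are the resulting log2 signal intensities of 31042 probe sets on 8 arrays. They run from 1.9 to 13.77, and the median of each array was 4.8 or 4.81. The detection calls behind the proportions of present probes were not analysed here.

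For each probe set, the left atrium was compared with the left ventricle by limma, a linear model that shares information on the spread across probe sets, with Benjamini-Hochberg adjustment over all 31042 probe sets. Differences are atrium minus ventricle on the log2 scale. A mean under a log2 of 4 is taken as near the low end of the intensities. Where only the lower mean is under it, the difference or fold, here and at the other results, is taken as a lower bound. Where both means are under it, the size of the difference is not set and may reflect background. The study thresholds are taken as an adjusted p under 0.0001, the study FDR of 0.01%, together with a fold of at least 1.8, which is 0.848 on the log2 scale. A named gene, or a member of a gene list, is called higher or lower in the atria at an adjusted p under 0.05. Lists of 20 gene groups and 14 cell types were fixed before the data were examined, although values in Additional file 1 had been seen in part. Each gene enters a list once, through its probe set with the highest mean, and a list as a whole was tested with camera, which compares its genes with all other genes at a preset inter-gene correlation of 0.01. The number of arrays, 4 per tissue, limits the precision of each value.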

From the 31042 probe sets found on the microarray, an average of 59% and 56% of probes had present calls in the atria and ventricles, respectively. Based on a 1.8 fold change ratio criterion, 1415 probe sets were statistically differentially expressed between the atria and ventricles. Of these, 859 probe sets showed higher expression levels in the atrial samples and 556 probe sets showed higher expression levels in the ventricles. 

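The atrial side was led by genes of the atrial contractile and Ca2+ handling apparatus. Sarcolipin (Sln) was 246 fold higher in the atria, myosin light chain 4 (Myl4), the essential light chain of atrial myosin, 160 fold and the myosin binding protein Mybphl 113 fold. Others were Atp1b4, a muscle member of the Na+/K+ ATPase β subunit family (68.5 fold), the odorant binding protein Obp3 (35.2 fold), carbonic anhydrase 3 (Car3, 34.9 fold), which also marks adipocytes, uroplakin 1b (Upk1b, 32.8 fold), synaptotagmin-like 2 (Sytl2, 32.3 fold) and Ildr2 (31 fold). On the ventricular side, the muscle ribosomal protein Rpl3l was 36.9 fold higher in the ventricles, the homeobox genes Irx3 and Irx4 24.1 and 18.4 fold, and a probe set of Myl2, the regulatory light chain of ventricular myosin, 17.1 fold. The uncharacterized LOC102553868 (15.6 fold), the IgE receptor Fcer2 (13.7 fold), preproenkephalin (Penk, 13.6 fold), the chemokine Cxcl11 (13.6 fold), the G protein modulator Gpsm1 (11.4 fold) and β-myosin heavy chain (Myh7, 11.1 fold) were also higher there. These genes are among the 10 with the largest folds in each direction among genes with a symbol that passed the study thresholds with no overlap between the arrays of the tissues, taken at 1 probe set per gene. The ventricular means of Atp1b4 (2.52), Obp3 (2.88), Ildr2 (2.92), Upk1b (3.55), Mybphl (3.75) and Car3 (3.95) and the atrial means of Irx3 (2.96), Fcer2 (3.33) and Irx4 (3.52) are under a log2 of 4, so their folds are lower bounds and the order of the genes is not set. The adjusted p-values of these genes from limma lay between 1.5e-11 and 7.6e-07. The atrial mean of Myl4 (13.01) lies near that of Nppa (13.73), for which the paper proposes saturation, so its fold may also be a lower bound.

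At the study thresholds 1400 probe sets differed, 818 of them higher in the atria and 582 higher in the ventricles. Over all 31042 probe sets, 11483 had every array of 1 tissue above every array of the other, which chance gives to 2.86% of probe sets. At an adjusted p under 0.05 with no fold criterion, 5789 probe sets were higher in the atria and 6245 in the ventricles. The 1415 probe sets of Additional file 1 include 1173 of the 1400, and 227 of the 1400 lie outside it. The count depends on how the fold criterion is applied: a limma test against a fold of 1.8 itself (treat) left 690 probe sets, a fold of at least 1.5 gave 2129 and a fold of at least 3 gave 411.

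**Figure D1:**
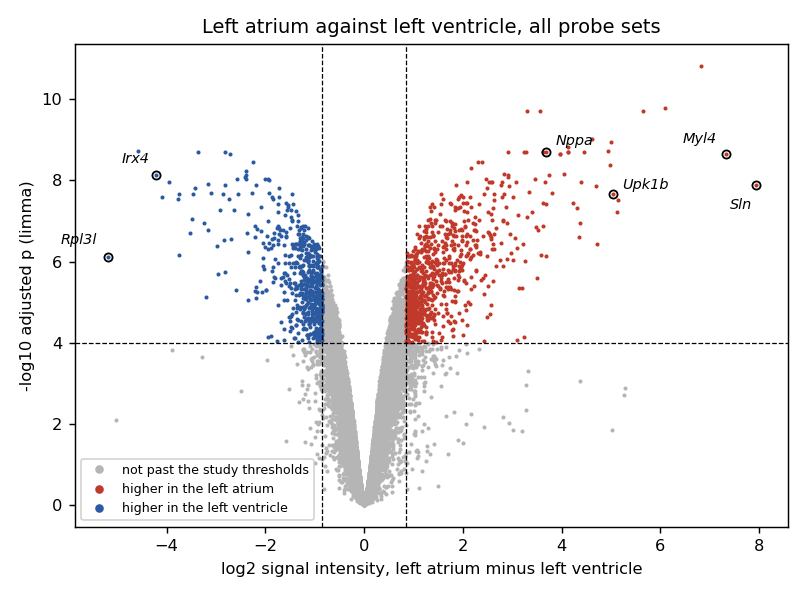
Left atrium against left ventricle for all 31042 probe sets, each point a probe set. The horizontal axis is the difference in log2 signal intensity, the vertical axis is the negative log10 of the adjusted p from limma, and dashed lines mark the study thresholds. The 818 probe sets higher in the atria are red and the 582 higher in the ventricles are blue, with Sln farthest to the right at 7.94 and Rpl3l farthest to the left at -5.2.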

The degree of change of the differentially expressed probes ranged between the 1.8 fold minimum set cut-off and 245 fold (see Additional file 1). Chamber specific genes were found differentially expressed in our dataset. Sarcolipin, an atrial-specific Ca^+2 ^binding protein was expressed 245.97 fold higher in the atria than the ventricles. 

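Sarcolipin (Sln), a small membrane protein that regulates the Ca2+ pump of the sarcoplasmic reticulum, had a log2 signal intensity of 12.76 ± 0.07 (SD, n = 4 pools) in the atria and 4.81 ± 0.73 (SD, n = 4) in the ventricles. The difference of 7.94 (standard error 0.28, adjusted p = 1.3e-08 from limma) was the largest measured value of all probe sets. Others, such as those of Mybphl (6.82) and Atp1b4 (6.1), are lower bounds, so the rank is not set. Its ventricular values spread about as widely as those of Myl7 (SD 0.7).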

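Myosin light chain 2a (Myl7), the regulatory light chain of atrial myosin, had a log2 signal intensity of 13.25 ± 0.02 (SD, n = 4) in the atria and 8.53 ± 0.7 (SD, n = 4) in the ventricles, a difference of 4.71 (adjusted p = 3.6e-07 from limma). The ANF gene (Nppa), which encodes the main hormone of the atrial granules, had 13.73 ± 0.04 in the atria and 10.04 ± 0.21 in the ventricles, a difference of at least 3.69, as the paper proposes saturation for it. Myl7 lay near the same upper end of the intensities in the atria, so its difference may also be a lower bound. Dickkopf homolog 3 (Dkk3), a secreted glycoprotein related to antagonists of Wnt signaling, had 10.35 ± 0.14 and 8.61 ± 0.09, a difference of 1.73 with a standard error of 0.08. Of the 3 weaker Dkk3 probe sets, those reading 6.43 and 5.41 in the atria differed by 1.96 and 1.41, and the dimmest, at 2.43 against 2.42, did not pass the test (adjusted p = 0.91).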

Other atrial specific genes include dickkopf homolog 3 (DKK3) (3.32 fold), ANF (12.88 fold), and myosin light chain 2a (26.19 fold). In the ventricles, four-and-a-half LIM domain 2 (8.63 fold), myosin light chain polypeptide 3 (14.78 fold) and Iroquois homeobox protein 4 (Irx4) (18.44 fold) were identified. 

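Four-and-a-half LIM domain 2 (Fhl2), a scaffold protein of the cardiac sarcomere, had a log2 signal intensity of 8.96 ± 0.27 (SD, n = 4) in the atria and 12.07 ± 0.03 (SD, n = 4) in the ventricles, a difference of -3.11 (adjusted p = 2.0e-08 from limma). Iroquois homeobox protein 4 (Irx4), a transcription factor of ventricular muscle, differed by -4.21 (standard error 0.13), and a weaker Irx4 probe set differed by -0.6 (adjusted p = 4.5e-04). Myosin light chain polypeptide 3 (Myl3), the essential light chain of ventricular myosin, had 9.04 ± 1.34 in the atria and 12.92 ± 0.09 in the ventricles, a difference of -3.89 (adjusted p = 1.5e-04).

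The atrial pools were not alike in Myl3, at 9.93 and 10.43 in atrial replicates 1 and 4 and 8.06 and 7.75 in replicates 2 and 3. Myl2 was also higher in atrial replicates 1 and 4, at 10.48 and 11.3, against 4.32 and 6.82 in replicates 2 and 3, while all 4 ventricular pools lay between 13.23 and 13.3. The other Myl2 probe set read 4.12, 3.94, 4.12 and 4.82 in atrial replicates 1 to 4. The Myh7 probe sets read 3.94, 4.34, 4.63 and 4.75 and 6.28, 6.32, 6.27 and 6.68. With these only replicate 4 was higher than every other atrial pool. Rpl3l (5.63, 4.04, 4.48 and 5.78) and Fhl2 (9.12, 8.71, 8.75 and 9.27) were higher in replicates 1 and 4. Irx3 (2.81, 3.2, 2.78 and 3.05) and Irx4 (3.37, 3.24, 3.53 and 3.92) did not follow that order. Over 10 ventricular markers, Myl2 and Myl3 among them, the medians relative to the ventricular mean were -2.97, -3.92, -3.86 and -2.65.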

Differential expression of 14 candidate genes was confirmed by real time-PCR. 

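Array values were examined for 14 genes with primers in Table 4, since the PCR values were not analysed. On the arrays 13 of the 14 were higher in the atria and 1, the K+ channel subunit Kir6.1 (Kcnj8), was higher in the ventricles. All 14 passed the study thresholds, and in all 14 the 4 atrial arrays lay to 1 side of the 4 ventricular arrays. ANF, for which the paper proposes saturation, was at least 12.9 fold and the inward rectifier Kcnj5 7.68 fold higher in the atria. The smallest folds were those of the hormone BNP (Nppb, 1.89 fold) and of the vesicle trafficking genes Bet1 and Sec22 (Sec22b), both 1.93 fold. These genes were chosen by the study on these arrays, so the counts are not independent evidence of their direction.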

The results show excellent agreement between the microarray and PCR data (Figure 1). Several genes exhibited a higher fold change ratio when analyzed by PCR as compared to microarray.

**Figure 1:**
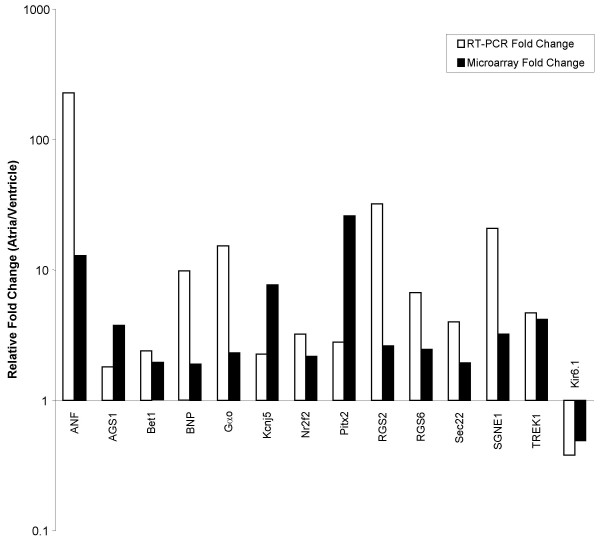
**Comparison of microarray and real-time PCR results**. Relative fold change of 14 candidate genes are shown. The results demonstrate agreement between the microarray and RT-PCR data, although the degree of fold change can vary.

### Functional classification

Differentially expressed genes between the atria and the ventricles were functionally classified into four major Gene Ontology categories: biological process, cellular component, molecular function and unclassified. An individual transcript was included in several categories or subcategories because of its relevance to more than one category or subcategory. Out of the 1415 significantly differentially expressed probes, 837 were grouped as unclassified, i.e. had unknown annotations at the time of the study. Figure 2 illustrates the extent in gene expression differences found between the two heart tissues across functional classes.

**Figure 2:**
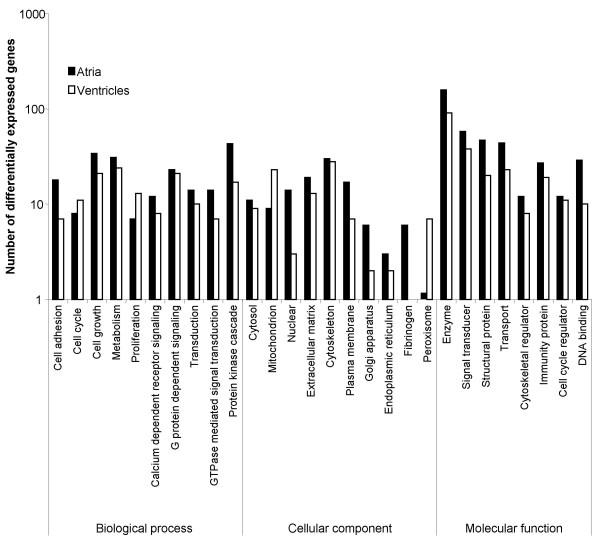
**Functional classification of differentially expressed genes found between the atria and the ventricles with known Gene Ontology annotations**. Note that the number of differentially expressed genes are plotted according to muscle type, i.e. atrium or ventricle.

#### Biological processes

Differentially expressed genes were similarly abundant in cell communication and signal transduction processes and they were mainly found involved in cell growth, metabolism, transport, G protein-dependent signaling, and protein kinase cascade (Figure 2). 

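Among the G protein signaling genes higher in the atria were Ppp2r2b, a regulatory subunit of protein phosphatase 2 (3.94 fold), the sphingolipid receptor S1pr2 (3.28 fold) and Ramp1, which modifies the calcitonin receptor-like receptor (3.07 fold). Higher in the ventricles were the secretin receptor Sctr (4.3 fold), the glucagon receptor Gcgr (3.07 fold), the adenosine A2a receptor Adora2a (2.47 fold) and the adrenergic receptor Adra1d (2.35 fold). The calcitonin receptor-like receptor Calcrl itself was 1.82 fold higher in the ventricles (adjusted p = 1.3e-05 from limma). The serotonin receptor 2A (Htr2a) differed by at least 2.97, 0.91 and 0.51 at 3 of its probe sets, while the dimmest, near the low end of the intensities, read 2.38 in the atria and 2.53 in the ventricles (adjusted p = 0.22).

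Of the 38 probe sets of Table 1, 21 were higher in the atria and 17 in the ventricles at an adjusted p under 0.05, and 34 passed the study thresholds. The study chose these probe sets on the same arrays, so the counts are not independent evidence.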

Differentially expressed G protein-dependent signaling transcripts include those grouped in subcategories such as glutamate signaling, G protein signaling, neuropeptide signaling pathway, and serotonin receptor signaling (Table 1). 

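RGS2 (Rgs2) had a log2 signal intensity of 8.28 ± 0.04 (SD, n = 4) in the atria and 6.9 ± 0.13 (SD, n = 4) in the ventricles. RGS6 (Rgs6) had 8.14 ± 0.22 and 6.84 ± 0.21, a difference of 1.3 (adjusted p = 1.5e-05 from limma). Both proteins accelerate the hydrolysis of GTP by Gα subunits and so shorten the signal of receptors. Rgs7, a relative of Rgs6, was also higher in the atria, by 2.03 fold, and Rgs16 and Rgs4 were lower, by -0.98 and -0.58 on the log2 scale. RGS5 (Rgs5) had 8.15 ± 0.08 in the atria and 9.37 ± 0.09 in the ventricles, a difference of -1.22 (standard error 0.07). Rgs5 is also a marker of pericytes, the mural cells of capillaries, and 14 of 15 measured pericyte markers were higher in the ventricles.

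Of 23 measured RGS and other accessory proteins of G proteins, 7 were higher in the atria, 7 were lower and 9 did not pass the test, and 7 and 7 when adjusted over the list alone. Median and mean differences were -0.08 and 0.08, of opposite sign, and camera gave an adjusted p of 0.96.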

Regulators of G-protein signaling (RGS) RGS2 and RGS6 were more abundant in the atria (2.61 and 2.47 fold, respectively) while RGS5 was prevalent in the ventricles (2.33 fold) (see Figure 3). Other accessory proteins for G proteins that were found differentially expressed include periplakin (4.23 fold), Rasd1 (also known as Activator of G protein Signaling 1, AGS1) (3.75 fold) and β-site APP cleaving enzyme 2 (3.54 fold). These genes were more abundant in the atria while Rasd2 (3.32 fold) and AGS3-like (11.43) were more abundant in the ventricles. 

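Periplakin (Ppl), a cytoskeletal linker, had a log2 signal intensity of 5.87 ± 0.25 (SD, n = 4) in the atria and 3.79 ± 0.13 (SD, n = 4) in the ventricles. Rasd1, the small G protein AGS1, had 6.12 ± 0.31 and 4.21 ± 0.17, a difference of 1.91 (adjusted p = 2.8e-06 from limma). Bace2, a protease that cleaves the amyloid precursor protein, differed by 1.82 (standard error 0.11). Rasd2, a relative of Rasd1, read 3.45 ± 0.06 in the atria and 5.18 ± 0.07 in the ventricles, a difference of -1.73. Gpsm1, the AGS3-like modulator that binds the GDP form of Gαi, differed by -3.52 (standard error 0.18, adjusted p = 2.0e-07), with 8.97 ± 0.09 in the ventricles.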

All these accessory proteins, including the RGS proteins interact with Gα_i/o _[2]. 

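Rab15, a small GTPase of endosomal recycling, had a log2 signal intensity of 7.87 ± 0.16 (SD, n = 4) in the atria and 3.25 ± 0.17 (SD, n = 4) in the ventricles, a difference of at least 4.62 (adjusted p = 9.7e-10 from limma). Rab40b differed by 1.71 (standard error 0.11) and Rab34, a Golgi-associated Rab, by 0.92 (standard error 0.07, adjusted p = 3.6e-06). A weaker Rab34 probe set read 4.99 in the atria and 4.97 in the ventricles (adjusted p = 0.88).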

Small GTPase-mediated signal transduction transcripts found differentially expressed include regulators of membrane trafficking including Rab15 (24.53 fold), Rab34 (1.90 fold) and Rab40b (3.27 fold). 

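Synaptotagmin-like 2 (Sytl2), which tethers Rab27-bearing granules to the plasma membrane, had a log2 signal intensity of 10.33 ± 0.21 (SD, n = 4) in the atria and 5.32 ± 0.17 (SD, n = 4) in the ventricles. Its difference of 5.01 (adjusted p = 1.1e-09 from limma) was the largest value among the genes of regulated exocytosis. That of Rab15, at least 4.62, is a lower bound, so their order is not set. The Rab escort protein choroidermia (Chm) differed by 0.9 (adjusted p = 1.4e-04), and its other probe set by -0.05 (adjusted p = 0.73). Rab27a itself did not pass the test, at -0.02 (adjusted p = 0.87), while Rab27b and Rab3a were higher in the atria by 0.49 and 0.41. Among the genes lower in the atria were the priming factor Cadps, at -1.15, and the active zone protein Rims1, at -0.73.

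Of 38 measured genes of regulated exocytosis, 11 were higher in the atria, 6 were lower and 21 did not pass the test, and 11 and 7 when adjusted over the list alone. They had a median difference of 0.05 (camera adjusted p = 0.11, from 0.034 to 0.79 over the alternatives run), and passed, at 0.034, when the dimmest 40% of probe sets were left out. Snap25, a SNARE of granule fusion, had a difference of 0.48 with an adjusted p of 0.089. It passed with pools blocked by their numbers in Additional file 1 (0.021) or in the deposited labels (0.035). It also passed without atrial replicate 2 (0.016), with cyclic loess (0.046) and with quantile normalization between arrays (0.045). Its atrial pools read 3.19, 2.92, 3.77 and 4.01 against 2.99 ± 0.16 in the ventricles, so the difference rests mostly on replicates 3 and 4.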

The Rab escort protein choroidermia, known to interact with Rab3a and Rab27a, as well as the Rab27a effector protein synaptotagmin-like 2 were abundantly expressed in the atria by 1.86 and 32.25 fold, respectively. The latter is known to bind and regulate the GTP-bound form of Ras-related protein Rab27a, which has been shown to positively regulate the exocytosis of secretory granules in pancreatic beta cells and pituitary tissue [3].

**Figure 3:**
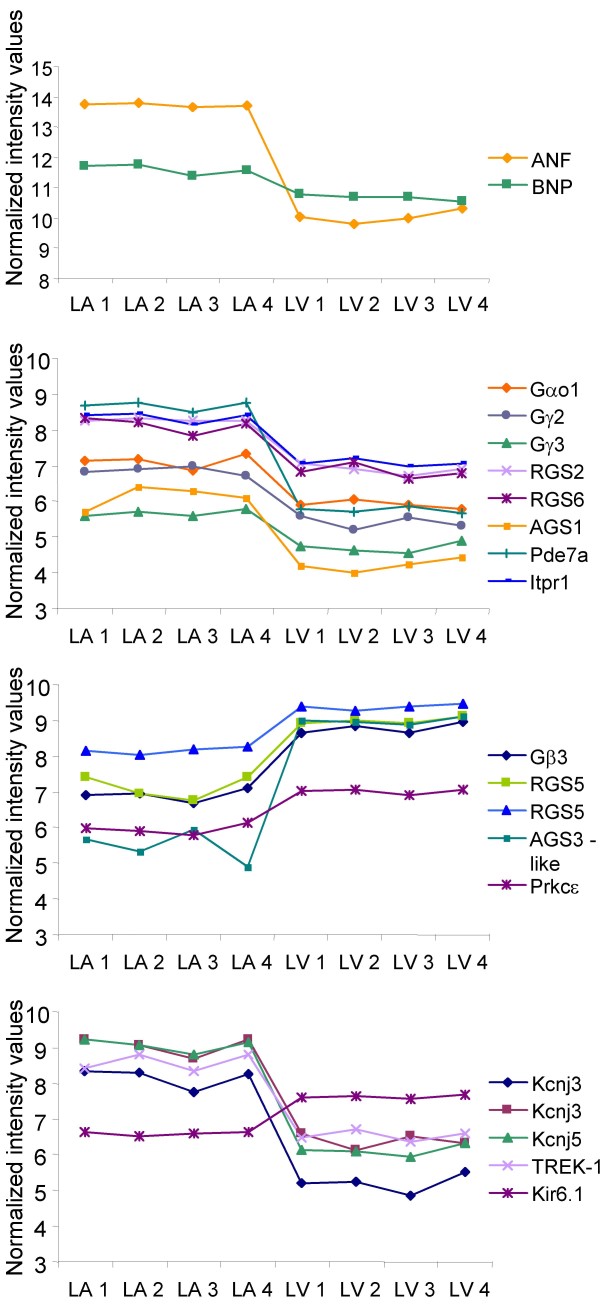
**Normalized intensity values of specific transcripts in all atrial and ventricular microarray replicates**. The data is displayed in four different panels for visual simplicity. Note that atrial and ventricular microarrays are labelled as LA(n) and LV(n), and the scale of the ordinate axis is different for the upper panel due to high signal intensity values for ANF and BNP. Also note that RGS5 and Kcnj3 are represented by two distinct probe sets.

**Table 1:** List of differentially expressed genes classified into G protein dependent signaling and related functional groups

**Functional Group/Probe set ID**	**Gene Description**	**Fold change**
**G Protein signaling**		
1369740_at	Potassium inwardly-rectifying channel, subfamily J, member 3	7.76
1368560_at	Potassium inwardly-rectifying channel, subfamily J, member 5	7.68
1369741_at	Potassium inwardly-rectifying channel, subfamily J, member 3	6.35
1369273_a_at	Natriuretic peptide receptor 3	6.02
1396249_at	Natriuretic peptide receptor 3	4.06
1387803_at	Protein phosphatase 2, regulatory subunit B, beta isoform	3.94
1367920_at	Endothelial differentiation, sphingolipid G-protein-coupled receptor, 5	3.27
1367791_at	Receptor (calcitonin) activity modifying protein 1	3.05
1392905_at	Guanine nucleotide binding protein, gamma 2	2.74
1368879_a_at	Guanine nucleotide binding protein, alpha o	2.31
1369377_at	Hypocretin receptor 2	2.00
1373202_at	Guanine nucleotide binding protein, gamma 3	1.96
1369647_at	Calcitonin receptor-like	-1.82
1369115_at	Adrenergic receptor, beta 2	-1.83
1368660_at	cAMP-regulated guanine nucleotide exchange factor I	-1.93
1388109_at	G protein-coupled hepta-helical receptor Ig-Hepta	-1.95
1370449_at	G protein-coupled receptor 105	-2.20
1368534_at	Adrenergic receptor, alpha 1d	-2.34
1398530_at	guanine nucleotide binding protein (G protein), gamma 11	-2.34
1368300_at	Adenosine A2a receptor	-2.46
1370522_at	Glucagon receptor	-3.07
1395473_at	Guanine nucleotide binding protein, beta 3	-3.65
1387671_at	Secretin receptor	-4.31
		
**Accessory proteins for G proteins**		
1391187_at	Periplakin (predicted)	4.23
1387908_at	RAS, dexamethasone-induced 1 (Rasd1/AGS1)	3.75
1377390_at	Beta-site APP-cleaving enzyme 2	3.54
1387074_at	Regulator of G-protein signaling 2	2.61
1379517_at	Regulator of G-protein signaling 6	2.47
1369957_at	Regulator of G-protein signaling 5	-2.33
1370372_at	RASD family, member 2	-3.32
1372383_at	G-protein signaling modulator 1 (AGS3-like, C. elegans)	-11.43
		
**Neuropeptide signaling pathway**		
1367992_at	Secretory granule neuroendocrine protein 1	3.20
1382967_at	G protein-coupled receptor 64	2.50
1369377_at	Hypocretin receptor 2	2.00
1368428_at	X-prolyl aminopeptidase (aminopeptidase P) 2, membrane-bound	-1.99
1371696_at	G protein-coupled receptor 56	-2.16
1367949_at	Preproenkephalin	-13.55
		
**Serotonin receptor signaling**		
1369125_at	5-hydroxytryptamine (serotonin) receptor 2A	7.84
1369124_at	5-hydroxytryptamine (serotonin) receptor 2A	1.88

Positive fold change values indicate a higher abundance in the atria as compared to the ventricles, while negative fold change values demonstrate a higher ventricular abundance in comparison to the atria.

Genes involved in secretion included signal sequence receptor gamma (SSR3) (1.82 fold), blocked early in transport 1 homolog (S. cerevisiae) (Bet1) (1.93 fold), vesicle trafficking protein like 1 (Sec22) (1.93 fold), synapsin III (1.93 fold) and annexin A1 (2.04 fold). These genes were found more abundant in the atria when compared to the ventricles.

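Annexin A1 (Anxa1), a Ca2+-dependent phospholipid binding protein, had a log2 signal intensity of 9.93 ± 0.06 (SD, n = 4) in the atria and 8.9 ± 0.07 (SD, n = 4) in the ventricles, a difference of 1.03 (adjusted p = 5.0e-07 from limma). The vesicle SNAREs of transport between the ER and the Golgi apparatus, Bet1 and Sec22 (Sec22b), both differed by 0.95, with standard errors of 0.08 and 0.07. SSR3 (Ssr3), a subunit of the complex beside the translocation channel of the ER, differed by 0.86 (standard error 0.08, adjusted p = 1.3e-05). Synapsin III (Syn3), a vesicle protein of neurons, read 3.24 ± 0.19 in the atria and 3.25 ± 0.11 in the ventricles, near the low end of the intensities, and did not pass the test (adjusted p = 0.92).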

#### Cellular component

Within the Gene Ontology category of cellular components, the intracellular components subcategory contained the largest amount of differentially expressed genes (n = 156) in comparison to the extracellular (n = 37) and the membrane components (n = 37). 

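Of 65 measured genes of ER translocation and ER to Golgi transport, 53 were higher, 1 was lower and 11 did not pass the test, and 53 and 2 when adjusted over the list alone. Across the list the median was 0.43 (camera adjusted p = 4.4e-15, adjusted p = 0.0014 with an estimated correlation). Examples are the cargo receptor Tmed3 (2.82 fold), the receptors Kdelr2 and Kdelr3 that return proteins to the ER (0.67 and 0.9 on the log2 scale), the coatomer subunit Copg1 (0.82) and the translocon subunit Sec61b (0.64). The coat protein Sec31a went the other way, at -0.29 (adjusted p = 0.0097 from limma).

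Genes of oxidative phosphorylation were lower in the atria, by small amounts: of 56 measured genes, 30 were lower, none was higher and 26 did not pass, and 34 were lower when adjusted over the list alone. Over the 56 genes the median was -0.17 (camera adjusted p = 5.0e-06, adjusted p = 0.16 with an estimated correlation). The largest was that of Cox7a1, the muscle subunit of cytochrome c oxidase, at -2.1, followed by the complex III subunit Uqcrc1 (-0.69) and the succinate dehydrogenase subunit Sdhb (-0.54). Of 34 measured peroxisomal genes, 13 were lower in the atria, 5 were higher and 16 did not pass, with 15 lower and 5 higher when adjusted over the list alone (median -0.1, camera adjusted p = 0.16). Carnitine acetyltransferase (Crat, -0.96) and the enoyl-CoA isomerase Ech1 (-0.65) were the lowest, and the biogenesis factors Pex6 and Pex2 were higher (0.9 and 0.59), Pex6 with an adjusted p of 0.049. The call of Pex6 was lost with a trended and robust fit (0.13), with quantile normalization between arrays (0.058), without atrial replicate 2 (0.11) and without ventricular replicate 1 (0.076), 2 (0.11), 3 (0.082) or 4 (0.088). Its atrial pools read 4.99, 5.81, 5.1 and 6.81, and without replicate 4 the difference was 0.52.

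**Figure D2:**
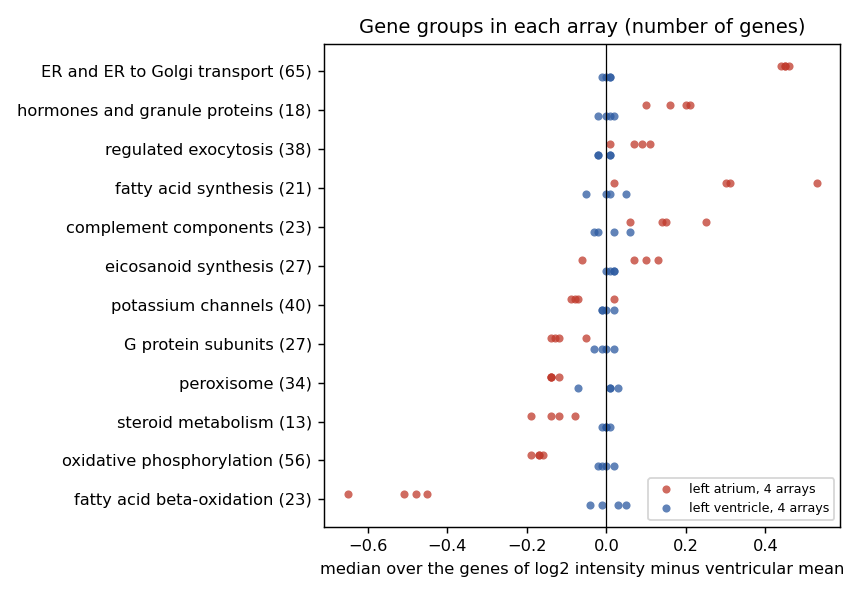
Median over the genes of 12 groups, in each of the 4 atrial arrays (red) and 4 ventricular arrays (blue). The horizontal axis is the log2 signal intensity minus the mean of the ventricular arrays, and the number of genes stands beside each group. The 4 atrial arrays lie between 0.44 and 0.46 for ER translocation and transport and between -0.65 and -0.45 for fatty acid β-oxidation, and those of fatty acid synthesis run from 0.02 to 0.53.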

Cellular components that had prominent atrial abundant transcripts included those associated with the plasma membrane, the endoplasmic reticulum (ER), the Golgi apparatus, and the nucleus, while the ventricles were associated with abundant transcripts found within the mitochondrion and peroxisome components (Figure 2). 

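Ribosome associated membrane protein 4 (Serp1), which stabilizes membrane proteins during ER stress, had a log2 signal intensity of 8.23 ± 0.1 (SD, n = 4) in the atria and 7.07 ± 0.02 (SD, n = 4) in the ventricles. Sec11 like 3 (Sec11c), a subunit of the signal peptidase, differed by 1.04 and inositol 1,4,5-triphosphate receptor 1 (Itpr1), a Ca2+ release channel of the ER, by 1.29 (standard errors 0.07 and 0.08). The desaturase Scd2 differed by 1.15 and 0.96 at its brighter probe sets (adjusted p = 6.0e-06 and 1.5e-05 from limma), and by 0.17 and 0.03 at a pair of dim ones (adjusted p = 0.098 and 0.74).

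Stearoyl-CoA desaturase 1 (Scd), the enzyme that makes monounsaturated fatty acids, differed by 4.38 (standard error 0.74, adjusted p = 8.9e-04), by 5.19 without atrial replicate 1 and by 3.66 without replicate 4. The atrial pools spread widely around this mean, at 6.24, 9.36, 8.26 and 10.84 in replicates 1 to 4, against 4.29 ± 0.34 in the ventricles. The adipocyte hormone adiponectin (Adipoq) varied in the same order among the atrial pools, at 5.76, 7.04, 6.51 and 8.09.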

ER and Golgi-associated genes that were abundantly expressed in the atria include stearoyl-CoA desaturase 1 (20.81 fold) and 2 (2.21 fold), inositol 1,4,5-triphosphate receptor 1 (2.44 fold), ribosome associated membrane protein 4 (2.22 fold), Sec11 like 3 (2.05 fold), as well as SSR3. Transcripts involved in ER to Golgi vesicle-mediated transport include the previously mentioned genes Sec22 and Bet1. 

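Ica1, a protein of secretory granules and the Golgi apparatus, differed by 2.49 (standard error 0.16, adjusted p = 7.2e-07 from limma). This is a fold of 5.63. TGFβ2 (Tgfb2), a secreted growth factor, had a log2 signal intensity of 6.45 ± 0.24 (SD, n = 4) in the atria and 4.49 ± 0.13 (SD, n = 4) in the ventricles. Nucleobindin 2 (Nucb2), a Ca2+ binding protein and the precursor of nesfatin, had 8.11 ± 0.12 and 6.88 ± 0.05, a difference of 1.23. Golgi transport 1 homolog B (Golt1b) had 6.92 ± 0.07 and 5.54 ± 0.11, a difference of 1.38 (standard error 0.07, adjusted p = 1.9e-07).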

Other atrial abundant Golgi resident proteins include islet cell autoantigen of 1 (Ica1) (4.63 fold), transforming growth factor-β2 (TGFβ2) (3.89 fold), nucleobindin 2 (2.35 fold) and Golgi transport 1 homolog B (Golt1b) (2.60 fold).

#### Molecular function

The molecular function subcategories that were most notably differentially expressed between atrial and ventricular muscles included enzyme, signal transducer, structural protein, and transport (see Figure 2). The signal transducer subcategory is composed of ligands and receptors (see Additional file 2 and Additional file 3 for complete list of genes). The cytokines, frizzled receptor ligands, growth factor receptor ligands as well as hormone receptor ligands subcategories were also significantly differentiated. Differentially expressed genes involved in hormone, hormonal activity, and hormone receptor ligand subcategories, including ANF (12.88 fold) and BNP (1.89 fold), as well as secretory granule neuroendocrine protein 1 (SGNE1) (3.20 fold) are listed in Table 2. 

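BNP (Nppb) had a log2 signal intensity of 11.6 ± 0.17 (SD, n = 4) in the atria and 10.69 ± 0.08 (SD, n = 4) in the ventricles, a difference of 0.92 (adjusted p = 1.5e-05 from limma). SGNE1 (Scg5), the chaperone of prohormone convertase 2, had 4.99 ± 0.4 and 3.31 ± 0.12, a difference of 1.68 (standard error 0.17). Hepcidin (Hamp), the hormone of iron balance, was 11.3 fold higher in the atria. The CCN family growth factors Ccn5, Ccn3 and Ccn2 were 4.8, 3.51 and 2.2 fold higher and adrenomedullin (Adm), a vasodilator peptide, 1.87 fold. Preproenkephalin (Penk), the precursor of the enkephalins, differed by -3.76, stanniocalcin 1 (Stc1) by -1.1 and apelin (Apln) by -1 (standard error 0.11, adjusted p = 5.4e-05), all higher in the ventricles. Of the 20 probe sets of Table 2, 14 were higher in the atria and 6 in the ventricles, and 18 passed the study thresholds.

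Of 18 measured hormone and granule protein genes, 9 were higher in the atria, 2 were lower and 7 did not pass the test, with the same counts, 9 and 2, when adjusted over the list alone. Pam, the enzyme that amidates peptide hormones, was higher by 1.22, and the convertases Pcsk6 and Pcsk2 were lower, at -1.22 and -0.21, the latter no longer with cyclic loess (adjusted p = 0.19) or quantile normalization between arrays (0.18), without atrial replicate 2 (0.068), 3 (0.097) or 4 (0.065) or without ventricular replicate 1 (0.11), 2 (0.11) or 3 (0.064). The granins Chga, Chgb, Scg2 and Scg3 did not pass the test, with differences between -0.17 and 0.02. For the whole list the median was 0.22 (camera adjusted p = 0.018, adjusted p = 0.16 with an estimated correlation). As 6 of these genes are in Additional file 1, the list is not independent evidence. Without them the median of the other 12 was -0.02 (camera adjusted p = 1). Those 6 were chosen for a fold of at least 1.8 on these arrays, so a small remainder was built in. That remainder does not show whether the list is shifted.

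Of 21 measured markers of sympathetic and intrinsic neurons, 2 were higher in the atria, 3 were lower and 16 did not pass, and 2 and 3 when adjusted over the list alone (median -0.08, camera adjusted p = 0.63). The noradrenaline transporter Slc6a2 was lower, at -0.44, tyrosine hydroxylase (Th) had a difference of 0.06 with an adjusted p of 0.55, and Uchl1 and peripherin (Prph) were higher, by 0.45 and 0.31, Prph no longer with a block by the deposited numbers (adjusted p = 0.054) or without atrial replicate 2 (0.056) or ventricular replicate 3 (0.05) or 4 (0.06). Of 12 measured Schwann cell markers, Mbp, S100b and Pmp22 were higher in the atria, by 2.92, 2.06 and 0.35, 2 were lower and 7 did not pass, and 3 and 2 when adjusted over the list alone (median -0.17, mean 0.29, camera adjusted p = 0.96).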

Preliminary immunohistochemistry analysis localized SGNE1 in structures compatible with adrenergic varicosities (Figure 4). Differentially expressed transcription factors/DNA binding proteins were more abundant in the atria than in the ventricles (see Additional file 4 for complete list).

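The T-box genes Tbx5 and Tbx18 were 6.96 and 4.49 fold higher in the atria, the liver X receptor Nr1h3 3.94 fold and the helix-loop-helix inhibitor Id4 3.59 fold. In the ventricles, besides the Iroquois genes, Hey2 and Hey1, effectors of Notch signaling, were higher (log2 differences of -1.75 and -1.73), as were Sox18 (-1.24) and Meox2 (-1.07). Of 44 measured chamber and cardiac transcription factors, 16 were higher in the atria, 16 were lower and 12 did not pass the test, and 17 and 16 when adjusted over the list alone. For the factors together the median was -0.09 and the mean 0.04, of opposite sign, and camera gave an adjusted p of 0.88. As 22 of these genes are in Additional file 1, the list is not independent of the study's choice. Gata4, Isl1, Tbx3 and Shox2, factors of cardiac and pacemaker development, did not pass the test at their brightest probe sets, with differences between -0.2 and -0.07, although weaker probe sets of Gata4 (0.33) and Shox2 (0.87) were higher in the atria and of Tbx3 (-0.74) lower.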

**Figure 4:**
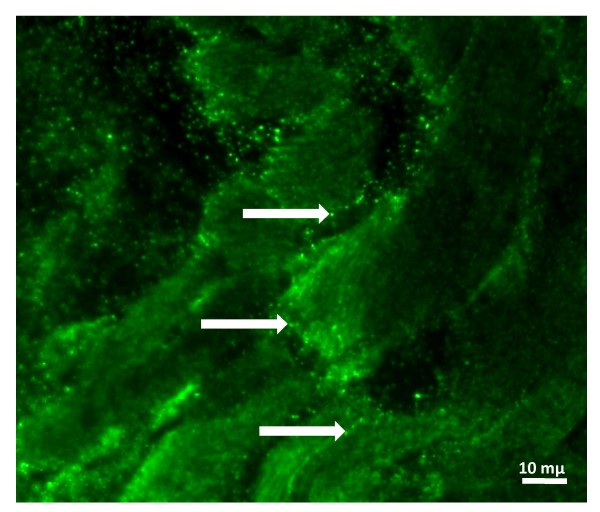
**Paraffin-embedded, paraformaldehyde-fixed atrial tissue section stained with SGNE1-FITC antibody showing punctuated fluorescence structures suggesting adrenergic varicosities (white arrows)**.

**Table 2:** List of differentially expressed genes possessing hormone, hormonal activity, or hormone receptor ligand Gene Ontology annotations

**Probe Set ID**	**Gene Description**	**Fold change**
1367564_at	Natriuretic peptide precursor type A (ANF)	12.88
1367616_at	Natriuretic peptide precursor type B (BNP)	1.89
1371400_at	Thyroid hormone responsive protein	38.59
1387396_at	Hepcidin antimicrobial peptide	11.24
1369484_at	WNT1 inducible signaling pathway protein 2	4.79
1387625_at	Insulin-like growth factor binding protein 6	3.61
1368883_at	Top of Form Nephroblastoma overexpressed gene Bottom of Form	3.51
1367992_at	Secretory granule neuroendocrine protein 1 (SGNE1)	3.20
1368367_at	CUB and zona pellucida-like domains 1	3,17
1368367_at	Integral membrane-associated protein 1	3.16
1376734_at	Nephroblastoma overexpressed gene	2.79
1372168_s_at	Insulin-like growth factor binding protein 6	2.25
1367631_at	Connective tissue growth factor	2.20
1389651_at	Apelin, AGTRL1 ligand	2.00
1387219_at	Adrenomedullin	1.87
1367894_at	Growth response protein (CL-6)	1.82
1370563_at	3-alpha-hydroxysteroid dehydrogenase	-1.92
1368428_at	X-prolyl aminopeptidase (aminopeptidase P) 2, membrane-bound	-1.99
1396101_at	Stanniocalcin 1	-2.14
1368468_at	Cytochrome P450, subfamily 11A	-3.97
1367949_at	Preproenkephalin, related sequence	-13.55

Positive fold change values indicate a higher abundance in the atria as compared to the ventricles, while negative values demonstrate a higher ventricular abundance in comparison to the atria.

In general, genes coding for transport proteins were more abundant in the atria than in the ventricles. 

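Kcnk2 (TREK-1), a background channel opened by stretch, had a log2 signal intensity of 8.59 ± 0.24 (SD, n = 4) in the atria and 6.53 ± 0.15 (SD, n = 4) in the ventricles, a difference of 2.07 (adjusted p = 3.9e-07 from limma). Kcnj5 had 9.07 ± 0.19 and 6.13 ± 0.15, a difference of 2.94. Together with Kcnj3 it forms the channel opened by Gβγ after muscarinic stimulation. Kcnj3 had 9.06 ± 0.25 and 6.39 ± 0.21 at its brightest probe set and 8.16 ± 0.27 and 5.2 ± 0.28 at the next (adjusted p = 1.5e-07 and 2.1e-07), where atrial replicate 4 read 7.76 and the other atrial arrays 8.26 to 8.34. Weaker probe sets read otherwise: the remaining one of Kcnj3 differed by -0.28 (adjusted p = 0.024) and the other one of Kcnk2 by 0.01 (adjusted p = 0.9).

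The 5 probe sets of Table 3 all passed the study thresholds, 4 higher in the atria and 1 in the ventricles, and were chosen on these arrays. Of 40 measured potassium channel genes, 10 were higher in the atria, 9 were lower and 21 did not pass the test, and 11 and 9 when adjusted over the list alone. The channels had a median of -0.05 and a mean of 0.08, of opposite sign, and camera gave an adjusted p of 0.96. Besides the inward rectifiers and TREK-1, several other channels of the list were higher. The delayed rectifier gene Kcnh2 (0.5) was among them and was not the largest. The largest ventricular difference of the list was that of Kcnip2, the accessory subunit of the transient outward channel, at -3.36, a 10.3 fold.

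**Figure D3:**
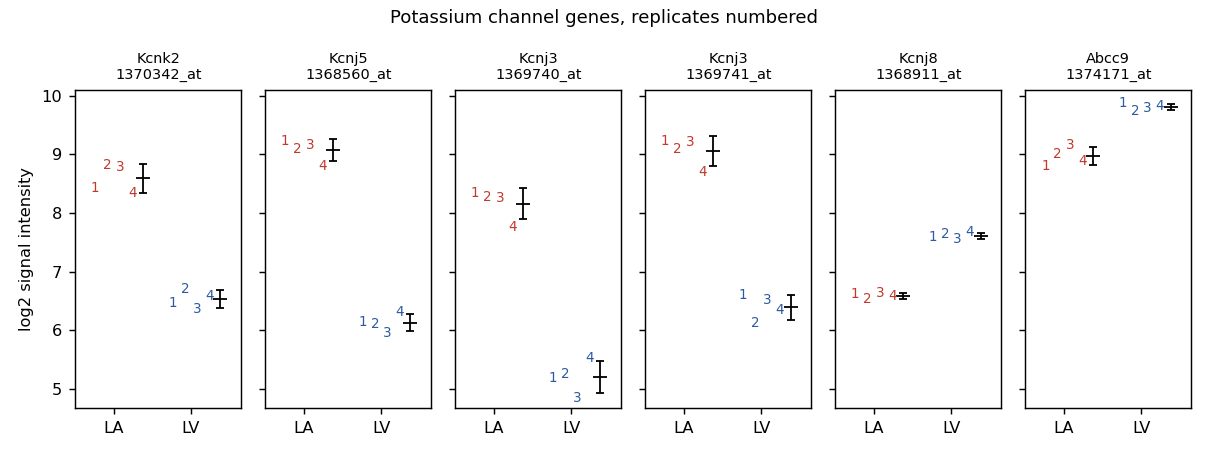
Log2 signal intensity (vertical axis) of 6 potassium channel probe sets in the 4 atrial (LA, red) and 4 ventricular (LV, blue) arrays, each digit a replicate and each black bar the mean and SD of a tissue. In every panel the atrial arrays lie to 1 side of the ventricular arrays, with Kcnk2 at 8.59 ± 0.24 against 6.53 ± 0.15.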

Potassium channels, which were most abundant in the atria included potassium channel subfamily K member 2 (Kcnk2 or TREK-1), as well as potassium inwardly-rectifying channel, subfamily J, member 3 (Kcnj3) and 5 (Kcnj5) (Table 3). 

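Kcnj8 (Kir6.1), a pore subunit of ATP-sensitive K+ channels that is abundant in pericytes and vascular smooth muscle, had a log2 signal intensity of 6.59 ± 0.05 (SD, n = 4) in the atria and 7.61 ± 0.05 (SD, n = 4) in the ventricles. The difference was -1.02 (standard error 0.06, adjusted p = 3.6e-07 from limma). Genes of the same vascular cells went with it. Of 15 measured pericyte markers, Kcnj8, Rgs5 and Abcc9 among them, 14 were lower in the atria, none was higher and 1 did not pass the test, and 14 when adjusted over the list alone (median -0.77, camera adjusted p = 2.7e-07, adjusted p = 0.017 with an estimated correlation). They include Mcam (-1.41), vitronectin (Vtn, -1.3), the purine receptor P2ry14 (-1.14) and the PDGF receptor Pdgfrb (-0.56).

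Of 12 measured vascular smooth muscle markers, 10 were lower in the atria, 1 was higher and 1 did not pass, and 10 and 1 when adjusted over the list alone (median -0.52, camera adjusted p = 0.0036, adjusted p = 0.1 with an estimated correlation). Smooth muscle myosin (Myh11) had -1.13, transgelin (Tagln) -0.91 and the tropomyosin Tpm2, which is shared with other muscle, 0.54. Of 19 measured endothelial markers, 16 were lower in the atria, 1 was higher and 2 did not pass, and 16 and 1 when adjusted over the list alone (median -0.87, camera adjusted p = 2.3e-07, adjusted p = 0.05 with an estimated correlation). The apelin receptor Aplnr (-1.54), Podxl (-1.48) and the VEGF receptor Kdr (-1.34) were the lowest, and von Willebrand factor (Vwf, 0.93) was higher in the atria. Of the pericyte and endothelial genes, 6 and 10 are in Additional file 1.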

The ventricles were most abundant in the potassium inwardly-rectifying channel, subfamily J, member 8 (Kcnj8 also known as Kir6.1) channel subunit.

**Table 3:** List of differentially expressed genes encoding for potassium channels

**Probe Set ID**	**Gene Description**	**Symbols**	**Fold Change**
1369740_at	Potassium inwardly-rectifying channel, subfamily J, member 3	Kcnj3 or GIRK1	7.78
1368560_at	Potassium inwardly-rectifying channel, subfamily J, member 5	Kcnj5 or GIRK4	7.67
1369741_at	Potassium inwardly-rectifying channel, subfamily J, member 3	Kcnj3 or GIRK1	6.36
1370342_at	Potassium channel, subfamily K, member 2	Kcnk2 or TREK-1	4.17
1368911_at	Potassium inwardly-rectifying channel, subfamily J, member 8	Kcnj8 or Kir6.1	-2.03

Positive fold change values indicate a higher abundance in the atria as compared to the ventricles, while negative values demonstrate a higher ventricular abundance in comparison to the atria.

### Pathway analysis

Pathway analysis using the Gene Map Annotator and Pathway Profiler (GenMapp) software identified clusters of differentially expressed genes found within the same biological pathway. Visual representation of specific known pathways, referred as Mapps, revealed several Mapps in which atrial gene expression was predominant. These Mapps included pathways of fatty acid synthesis, prostaglandin synthesis, as well as eicosanoid synthesis, which shows a higher abundance of phospholipase A2 (PLA2) (3.28 fold), COX1 (2.11 fold) and COX2 (1.96 fold). In contrast, mitochondrial long-chain fatty acid β-oxidation and glucocorticoid metabolism pathways were dominant in ventricular samples. 

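Among the genes of fatty acid synthesis, Thrsp, a regulator of lipogenesis, differed by at least 5.29. Its other probe sets differed by at least 5.27 and by 3.19. Scd differed by 4.38, and fatty acid synthase (Fasn) by 3.02 and 2.43 at its 2 probe sets. The atrial pools differed from each other in these genes. The first Fasn probe set read 5.05, 8.47, 7.45 and 10.24 in atrial replicates 1 to 4 against 4.78 ± 0.06 (SD, n = 4) in the ventricles. The first Thrsp probe set read 5.56, 9.86, 8.44 and 11.42 against 3.53 ± 0.24. Adipocyte markers varied in the same order: perilipin 1 (Plin1) read 4.37, 6.75, 5.9 and 9.03, and Ucp1, the uncoupling protein of brown adipocytes, 3.06, 9.4, 8.59 and 11.52. The first Fasn probe set differed by 3.94 without atrial replicate 1 and 2.21 without replicate 4. The first Thrsp probe set differed by 6.37 and 4.42 in the same order. Fasn lost its call with a trended and robust limma fit (adjusted p = 0.069 and 0.063). So did the Thrsp probe set that differed by 3.19 (adjusted p = 0.072).

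Of 21 measured genes of fatty acid synthesis, 9 were higher in the atria, 1 was lower and 11 did not pass the test, and 10 and 1 when adjusted over the list alone. Their median difference was 0.31 (camera adjusted p = 0.065, from 0.0045 to 0.58 over the alternatives run, and 0.047 with pools blocked by their numbers in Additional file 1). Dgat2, which makes triglycerides, had a difference of 1.7 with an adjusted p of 0.056, and of 0.023 with the blocks. Without atrial replicate 1 the difference was 2.38 (adjusted p = 0.0022). Its atrial pools read 5.86, 8.47, 7.41 and 9.83 against 6.19 ± 0.15 in the ventricles, so its size also leans on replicate 4, the highest pool. Without atrial replicate 1, the lowest pool in these genes, the adjusted p of the list was 0.0065. Of 17 measured adipocyte markers, 7 were higher in the atria, 3 were lower and 7 did not pass, and 8 and 3 when adjusted over the list alone (median 0.82, camera adjusted p = 0.14, with 7 of the genes in Additional file 1). The median was 1.09 without atrial replicate 1 (camera adjusted p = 0.021), 0.42 without atrial replicate 4 (0.31) and 0.66 without both (0.026). That of the 10 genes outside Additional file 1 was -0.01 (0.75). The genes left out were chosen for a fold of at least 1.8 on these arrays, so a small remainder was built in. Of 7 brown adipocyte markers, 2 were higher, 3 were lower and 2 did not pass, and 2 and 3 when adjusted over the list alone (median -0.12, mean 0.32, camera adjusted p = 0.45).

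**Figure D4:**
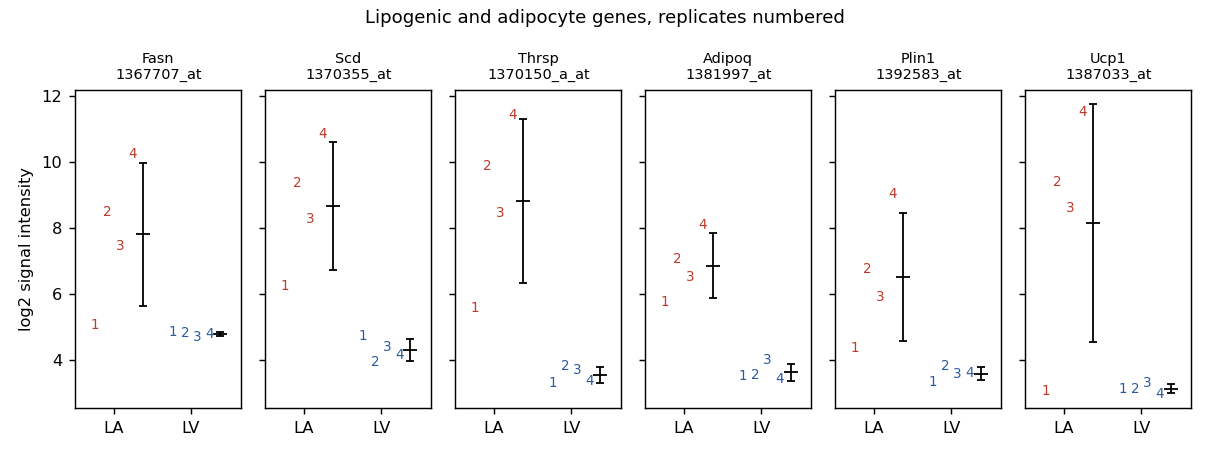
Log2 signal intensity (vertical axis) of 3 lipogenic genes and 3 adipocyte genes in the 4 atrial (LA, red) and 4 ventricular (LV, blue) arrays, each digit a replicate and each black bar the mean and SD of a tissue. Atrial replicate 1 is the lowest and atrial replicate 4 the highest atrial array in all 6 panels, from 5.05 to 10.24 for Fasn.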

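Phospholipase A2 (Pla2g2a), a secreted enzyme that releases arachidonic acid, had a log2 signal intensity of 9.8 ± 0.56 (SD, n = 4) in the atria and 8.09 ± 0.25 (SD, n = 4) in the ventricles. Atrial replicate 4 stood apart at 8.96, with the other atrial arrays between 10.02 and 10.12. COX1 (Ptgs1) differed by 1.08 (adjusted p = 1.4e-04 from limma), and its weaker probe set by 0.02 (adjusted p = 0.87). COX2 (Ptgs2) differed by 0.97, at a low level of 3.49 ± 0.35 against 2.51 ± 0.08. Prostaglandin D2 synthase (Ptgds) was 3.81 fold higher in the atria, prostacyclin synthase (Ptgis) 2.09 fold and cytosolic phospholipase A2 (Pla2g4a) higher by 0.99. Higher in the ventricles were Akr1c14 (-0.94), Dpep1 (-0.72), Cbr1 (-0.66) and Pla2g12a (-0.62), of which the first and Cbr1 are reductases that act on prostaglandins and Dpep1 is a peptidase of leukotrienes. Of 27 measured genes of eicosanoid and prostaglandin synthesis, 12 were higher in the atria, 7 were lower and 8 did not pass the test, and 12 and 7 when adjusted over the list alone. Differences had a median of 0.04 (camera adjusted p = 0.35).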

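The dehydrogenases Acads and Acadm were lower in the atria, with differences of -1.34 and -1.24, as were the thiolase Acaa2, at -1.36, and carnitine palmitoyltransferase Cpt2, at -1.27 (adjusted p = 6.8e-07 from limma). Of 23 measured genes of mitochondrial fatty acid β-oxidation, 18 were lower in the atria, 1 was higher and 4 did not pass the test, and 19 and 2 when adjusted over the list alone. The median over the list was -0.51 (camera adjusted p = 7.6e-07, adjusted p = 0.33 with an estimated correlation), and 9 of the genes are in Additional file 1. The dehydrogenase Acad11 went the other way, at 0.62.

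Of 13 measured genes of steroid and glucocorticoid metabolism, 5 were lower in the atria, none was higher and 8 did not pass the test, and 5 when adjusted over the list alone. The side-chain cleavage enzyme Cyp11a1 differed by -1.99, Akr1c14 by -0.94 and adrenodoxin (Fdx1), its electron donor, by -0.68. The enzyme that regenerates glucocorticoids, Hsd11b1, differed by -0.25 (adjusted p = 0.032). As a list they had a median of -0.11 (camera adjusted p = 0.082, from 0.023 to 0.43 over the alternatives run), and the adjusted p was 0.023 over all probe sets of each gene and 0.032 when the dimmest 40% of probe sets were left out.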

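Decay accelerating factor (Cd55), a membrane inhibitor of complement, was 4.18 fold higher in the atria. Adipsin (Cfd, 5.37 fold), which also marks adipocytes, and C3 (3.4 fold) were higher as well. Of the classical pathway, the C1 components C1qa, C1qb, C1qc, C1r and C1s were higher by 0.29 to 0.47, while the receptor C5ar1 was lower, at -0.39. Of 23 measured complement genes, 11 were higher in the atria, 4 were lower and 8 did not pass the test, and 11 and 4 when adjusted over the list alone. The list's median was 0.14 (camera adjusted p = 0.048, from 0.0089 to 0.71 over the alternatives run, adjusted p = 0.33 with an estimated correlation). With pools blocked by their numbers in Additional file 1 the adjusted p was 0.051, and without the 5 genes that are in Additional file 1 it was 0.71. Those 5 genes were chosen for a fold of at least 1.8 on these arrays, so the value without them decides nothing.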

Mapps other than those from metabolic processes, revealed atrial regional specialization in regards to the classical component activation pathway and G-protein signaling pathway (Figure 5). The latter demonstrated a higher abundance of the Gα_o1 _subunit (Gnao), Kcnj3 and Kcnj5 in the atrium compared to the ventricle by 2.3, 6.35 (second probe set = 7.76 fold) and 7.68 fold, respectively. Also, Gγ_2 _(Gng2), Gγ_3 _(Gng3) (2.74 and 1.96 fold, respectively) and phosphodiesterase 7a (Pde7a) (7.52 fold) as well as inositol 1,4,5-triphosphate receptor 1 (Itpr1) (2.44 fold) were highly expressed in the atria while protein kinase C epsilon (Prkcε) was more abundant in the ventricles by 2.09 fold. 

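Gαo (Gnao1), the pertussis toxin sensitive subunit that is abundant in neurons and endocrine cells, had a log2 signal intensity of 7.12 ± 0.18 (SD, n = 4) in the atria and 5.91 ± 0.11 (SD, n = 4) in the ventricles, a difference of 1.21 (adjusted p = 3.8e-06 from limma). Of the other inhibitory subunits, Gnai2 was lower in the atria, at -0.34, and Gnai1 did not pass the test, at 0.01 (adjusted p = 0.96). Of 27 measured heterotrimeric G protein subunits, 6 were higher in the atria, 10 were lower and 11 did not pass, and 6 and 10 when adjusted over the list alone. The subunits had a median of -0.07 (camera adjusted p = 0.53).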

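Pde7a, a phosphodiesterase specific for cAMP, had a log2 signal intensity of 8.67 ± 0.13 (SD, n = 4) in the atria and 5.76 ± 0.08 (SD, n = 4) in the ventricles, a difference of 2.91 (adjusted p = 2.0e-09 from limma). Gγ2 (Gng2) had 6.87 ± 0.11 and 5.41 ± 0.19, and Gγ3 (Gng3) had 5.66 ± 0.1 and 4.69 ± 0.14. Prkcε (Prkce), a kinase of the protein kinase C family that is activated by diacylglycerol, had 5.95 ± 0.14 in the atria and 7.01 ± 0.07 in the ventricles, a difference of -1.07 (standard error 0.08). The γ subunits Gng11 and Gngt2 were also higher in the ventricles by 2.34 fold each, Gng11 at its weaker probe set (-0.48 at the stronger).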

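Gβ3 (Gnb3) had a log2 signal intensity of 6.9 ± 0.18 (SD, n = 4) in the atria and 8.77 ± 0.15 (SD, n = 4) in the ventricles, a difference of -1.87 (adjusted p = 2.8e-07 from limma). A further probe set differed by -1.73. Gβ2 (Gnb2) did not pass the test at either probe set, with -0.11 and -0.04 (adjusted p = 0.18 and 0.68), and the first passed with quantile normalization between arrays (-0.19, adjusted p = 0.047). Gβ1 (Gnb1) differed by 0.26, -0.04 and -0.17 at its 3 probe sets, with adjusted p-values of 0.038, 0.78 and 0.1, and with quantile normalization between arrays the first did not pass (adjusted p = 0.065) while the last passed as lower (-0.25, adjusted p = 0.036). The first also did not pass with cyclic loess (adjusted p = 0.092), without atrial replicate 1 (0.059), 2 (0.1) or 4 (0.051) or without ventricular replicate 1 (0.095) or 4 (0.097). Gβ5 (Gnb5), the partner of Rgs6 and Rgs7, had 7.37 ± 0.11 in the atria and 6.8 ± 0.17 in the ventricles, a difference of 0.57 (standard error 0.09, adjusted p = 6.7e-04). Gβ4 (Gnb4) was lower in the atria, at -0.4.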

Gβ subunits 1, 2, and 5 were present in both atria and ventricles at roughly similar levels while Gβ_3 _(Gnb3) was expressed at higher levels in the ventricles (3.66 fold).

**Figure 5:**
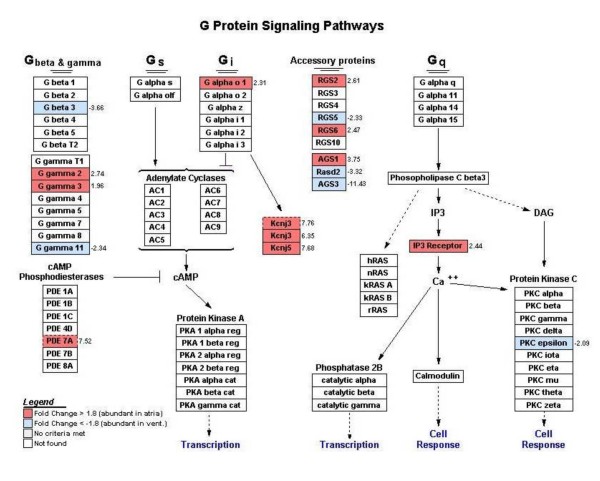
**G protein signaling pathways generated by GenMapp**. Genes labeled in red indicate a higher expression level in the atria as compared to the ventricles based on a 1.8 fold threshold cut-off. Genes labeled in blue indicate a higher expression level in the ventricles as compared to the atria based on a -1.8 fold threshold cut-off. Genes labeled in white were not found in the list of statistically significant differentially expressed genes that was uploaded in GenMapp.

## Discussion

Mammalian atrial and ventricular cardiocytes display striking differences in phenotype. The bulk of atrial cardiocytes have, in addition to features commonly associated with striated cardiac muscle cell cytology, organelles that are normally found in cells engaged in the synthesis, vectorial transport and secretion of polypeptide hormones. These include an abundance of rough endoplasmic reticulum, a highly developed Golgi complex and storage granules containing hormonal products. These cytological features led to a series of past investigations that culminated in the discovery of the endocrine function of the heart [4], which is largely mediated by the polypeptide hormones ANF and BNP.

From the data presented here it is evident that the phenotypic differences between the atria and the ventricles results from underlying differences in degree or presence/absence of several specific genes. Despite this complex background of differential expression, the microarray data reproducibility observed in different biological replicates was excellent.

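Across all probe sets, the Pearson correlation between atrial arrays lay between 0.9901 and 0.9964 over 6 pairs (median 0.9937), and between ventricular arrays between 0.9958 and 0.9965 over 6 pairs (median 0.9963). Pairs of 1 atrial and 1 ventricular array had 0.9688 to 0.9743 (median 0.9715), below every pair within a tissue. These are correlations across probe sets, which are not independent replicates. With the dimmest 40% of probe sets left out, the medians were 0.9886 within the atria, 0.9942 within the ventricles and 0.9351 between them.

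The median SD between the 4 pools was 0.117 in the atria and 0.0986 in the ventricles, and 50 probe sets in the atria against 2 in the ventricles had an SD over 1. Ucp1 (SD 3.61), Myl2 (SD 3.25), the airway gene Bpifa1 (SD 3.2) and the lipogenic genes Thrsp (SD 2.49) and Fasn (SD 2.17) are examples in the atria. The first principal component separated the tissues with 76.8% of the variance, and the second, with 8.6%, set atrial replicate 4 (-33.4) apart from the other atrial arrays (5.6 to 17.2).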

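Of the 1400 probe sets past the study thresholds, 58.4% were higher in the atria. At an adjusted p under 0.05 with no fold criterion, 48.1% were, and over the alternatives run this share lay between 40.7%, with the SAM statistic, and 53.4%, with the dimmest 40% of probe sets left out, and was 53.1% with cyclic loess between arrays. The atrial share was 56.8% at folds of at least 1.5 and 71% at folds of at least 3. Among the genes behind the larger folds in the atria are those of the atrial sarcomere such as Myl4 and Mybphl. Genes of mesothelium, the cell layer that covers the heart, such as Upk1b and mesothelin (Msln, 21.1 fold), are also among them.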

The proportion of probes that were called present, as well as the number of differentially expressed genes was higher in the atria than in the ventricles. This observation could be related to a higher functional complexity of the atrial tissue, which include contraction, excitation, conduction, secretion and the presence of a profuse innervation [5,6]. The detection of numerous known chamber specific transcripts [6-9] supports the robustness of the GeneChip data and demonstrates that the differences in gene expression profiles observed between the atrial and ventricular tissues are not spurious in nature. 

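Among known atrial markers, Sln, Myl4, Mybphl, Myl7, Nppa and Dkk3 were higher in the atria, with differences between 1.73 and 7.94. Connexin 40 (Gja5), a gap junction protein of atrial muscle, the conduction system and arterial endothelium, was lower in the atria, at 4.41 ± 0.2 (SD, n = 4) against 5.58 ± 0.08 (SD, n = 4, adjusted p = 4.7e-06 from limma). α-Myosin heavy chain (Myh6), the main myosin of both chambers in the rat, did not pass the test (adjusted p = 0.95). Of the 8 measured atrial markers, 6 were higher, 1 was lower and 1 did not pass, and 6 and 1 when adjusted over the list alone (median 4.2, camera adjusted p = 4.4e-05, adjusted p = 0.15 with an estimated correlation).

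Of 10 measured ventricular markers, 9 were lower in the atria, none was higher and 1, Irx5, did not pass (-0.17, adjusted p = 0.12), and 9 when adjusted over the list alone. Rpl3l, Myl2, Irx3, Irx4, Myl3, Myh7, Fhl2, Hey2 and Mybpc3 ran from -5.2 to -0.28 (median -3.65, camera adjusted p = 6.7e-07, adjusted p = 0.1 with an estimated correlation). Of these 18 genes, 7 atrial and 8 ventricular markers are in Additional file 1, so the lists are not independent of the study's choice. Contractile and Ca2+ handling genes common to both chambers shifted little: of 15 measured, 3 were higher in the atria, 5 were lower and 7 did not pass, and 3 and 5 when adjusted over the list alone, from 0.5 for telethonin (Tcap) to -0.52 for phospholamban (Pln), with a median of -0.03 (camera adjusted p = 0.62). The paper reasons that the chamber specific transcripts detected support the robustness of the GeneChip data and that the differences between the tissues are not spurious.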

A comparative analysis of the differentially expressed genes identified in other studies that are in common with our data is presented in the Additional file 5. Several genes identified in these studies by others are in agreement with our data, even though there are experimental differences (such as species, gender and tissue selection) as well as data analysis between studies. However, none of these previous studies focused specifically on gene expression profiles relating to the endocrine function of the heart.

Based on atrial and ventricular phenotypical differences, the strategy used in the data mining process was to identify genes that had Gene Ontology annotations relating to hormone secretion, hormone activity, vesicle/granule packaging and transport. Screening for Gene Ontology terms classified as Golgi apparatus and ER cellular components was also undertaken in an effort to identify genes involved in the regulation of NP packaging and secretion. Differentially expressed transcription factors as well as transcripts coding for proteins involved in signal transduction such as ligands and receptors were also of great interest. Finally, hormone secretion can be modulated/regulated by ion channels and mechanosensors, hence genes coding for transport proteins were also of interest. Differentially expressed genes coding for proteins involved in metabolic processes as well as contractile proteins were not specifically looked at since these differences are expected to be found between the atrial and ventricular tissues but are not thought to be involved in the endocrine function of the heart. In general, functional classification of the differentially expressed genes according to their cellular components, identified in our study, parallels the results obtained by Barth et al.,[5], which include ventricular abundance of mitochondrial genes as well as the identification of numerous atrial abundant ER and Golgi apparatus transcripts, such as Sec22 and Rab34. The larger number of probes hybridizing to cellular components involved in secretory function agrees with the phenotypic and functional differences between atrial and ventricular muscle. For example, atrial cardiocytes were more abundant in the transcripts coding for ANF and BNP than the ventricles. Correspondingly, ANF transcript abundance, which constitutes one to three percent of total atrial mRNA [10] was found to provide for the top one percent of the GeneChip^® ^signal intensities. 

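By mean atrial log2 signal intensity, Nppa ranked 1 of 31042 probe sets (13.73 ± 0.04, SD, n = 4), and the highest value on any array, 13.77, was its own in atrial replicate 2. In the ventricles it ranked 672, within the top 2.16% of probe sets. Nppb, the BNP gene, ranked 159 in the atria. The atrial values of Nppa had an SD of 0.04 and the ventricular values of 0.21. The light chains Myl7 and Myl4, at 13.25 and 13.01 in the atria, lay near the same upper end of the scale. Their differences may therefore be lower bounds too, and whether they saturate was not tested.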

Saturation of the fluorescent signal is thought to have occurred for ANF probe sets, which explains the plateau level of 12 fold difference between atrial vs. ventricular tissues as compared to 163 fold with RT-PCR (Figure 1). Oligonucleotide probe saturation can occur when the labeled cRNA is at high enough levels to result in an almost 100% probe/cRNA hybridization complex. Any other increase in expression would not be measurable due to the olignucleotide hybridization saturation. It is difficult to estimate the amount of cRNA needed to saturate the oligonulceotide probes since the specific number of oligonucleotide probes tiled onto the 11^2 ^micron surface area of the GeneChip^® ^is proprietary information.

Storage granule-associated proteins identified in this study include Ica1 [11] and SGNE1. The evolutionary conserved gene Ica1, was shown to be abundant in human pancreas and heart, and moderately expressed in brain [12]. Variable expression of 5'-untranslated region exons from the Ica1 gene was shown to be tissue specific, where cardiac tissue distinctively expressed the exon B2 transcript variant [13]. The original observation that Ica1 expression levels were high in the heart but null in skeletal muscle lead Pietropaolo et al., [12] to postulate that Ica1 was present in selective cells. 

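The log2 signal intensity of Ica1 was 7.62, 8.12, 7.71 and 7.29 in atrial replicates 1 to 4 and 5.17, 5.37, 5.3 and 4.93 in ventricular replicates 1 to 4. The means were 7.69 ± 0.34 (SD, n = 4) and 5.19 ± 0.19 (SD, n = 4). No detection call can be derived from these summarized values, so the ventricular level is given as an intensity alone.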

We demonstrate here that Ica1 is expressed specifically in the atria given that all four ventricular replicates exhibited an absent detection call for this transcript (an absent call indicates that the microarray expression level for a particular transcript was below the threshold of detection).

Several studies have been able to co-localize SGNE1, a member of the secretogranin family, with neuropeptides and hormones in various tissues that are primarily composed of neuronal or endocrine cells, as well as tissues known to contain a sub-population of neuroendocrine cells [14]. RT-PCR analysis further confirmed atrial abundance of SGNE1 (Figure 1). SGNE1 has not been previously associated with the atria or the heart. Our own immunofluorescence preliminary data suggest that SGNE1 protein is localized in structures compatible with adrenergic varicosities (Figure 4).

Differentially expressed transcription factors/DNA binding proteins that were more abundant in the atria than in the ventricles included numerous orphan nuclear receptors. Two out of the three Affymetrix probe sets assaying for nuclear receptor subfamily 2, group F, member 2 (Nr2f2) transcripts were identified in the atrial abundant gene list. 

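Nr2f2 (COUP-TFII), an orphan nuclear receptor of atrial and venous identity, was read by 4 probe sets. The strongest had a log2 signal intensity of 8.9 ± 0.11 (SD, n = 4) in the atria and 6.89 ± 0.11 (SD, n = 4) in the ventricles, a difference of 2.01 (adjusted p = 2.6e-08 from limma). A pair of weaker probe sets both differed by 1.12 (adjusted p = 4.1e-06 and 1.9e-05). The remaining probe set read 2.95 ± 0.13 and 2.98 ± 0.09, near the low end of the intensities (adjusted p = 0.77). The related receptor Nr2f1 was higher in the atria by 0.71, and Nr4a3, another orphan receptor and an early response gene, by 2.07 (adjusted p = 0.01).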

Nr2f2 expression pattern is in agreement with previously published data (Additional file 5) and real-time PCR analysis further validated its atrial abundance (Figure 1). Other atrial abundant transcription factors include paired-like homeodomain transcription factor 2 (Pitx2), which is involved in atrial septation; T-box protein 5 (Tbx5), a known activator of the ANF promoter; and early growth response 1 (Egr1), which is up-regulated during endothelin, angiotensin II, ischemia and stretch treatments. 

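Tbx5 had a log2 signal intensity of 8.78 ± 0.16 (SD, n = 4) in the atria and 5.98 ± 0.19 (SD, n = 4) in the ventricles (adjusted p = 2.5e-08 from limma). Egr1 had 8.59 ± 0.77 and 7.38 ± 0.23, a difference of 1.22 (standard error 0.31, adjusted p = 0.0099) that did not pass with a trended and robust fit (adjusted p = 0.054). It is an immediate early gene, and Fos (1.91), Nr4a3 (2.07) and Egr2 (0.94) were higher with it, of which Fos and Nr4a3 did not pass with that fit either (adjusted p = 0.097 and 0.057). Fos also did not pass without atrial replicate 1 (0.056) or ventricular replicate 1 (0.07) or 3 (0.055), and differed by 1.26 without atrial replicate 2. Of 17 measured immediate early genes, 4 were higher in the atria, 2 were lower and 11 did not pass the test, and 4 and 2 when adjusted over the list alone (median -0.04, mean 0.41, camera adjusted p = 0.62). Atrial replicate 2 had the highest median of this list, at 0.41 over the ventricular mean, with the other atrial arrays between -0.11 and -0.03.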

Hairy/enhancer-of-split related with YRPW motif 1 (Hey1), as well as its activator Notch1, were more abundant in the ventricles than in the atria. 

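Hey1, a repressor downstream of Notch, had a log2 signal intensity of 6.25 ± 0.08 (SD, n = 4) in the atria and 7.98 ± 0.09 (SD, n = 4) in the ventricles (adjusted p = 2.6e-08 from limma). Notch1 differed by -1.1 and -0.89 at its 2 probe sets, each with a standard error of 0.07. Notch3, a receptor of mural cells of vessels, also was lower in the atria, at -0.77, and the related repressor Heyl at -0.24. Notch1 and Hey1 are also expressed in endothelium, and endothelial markers had a median of -0.87.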

Hey1 is thought to repress ANF expression in the ventricles [15]. The known tissue specificity of several of these transcription factors further illustrates the soundness of the dataset and the identification of novel atrial abundant DNA binding proteins warrants further attention.

Of special importance to the understanding of the regulation of hormone secretion by the atria are genes that encode for molecular species involved in mechanical aspect of atrial activity given that a major stimulus for ANF and BNP secretion is atrial muscle stretch. This phenomenon is referred to as "stretch-secretion coupling" [16]. Questions still remain regarding the exact stimulus perceived by the atrial cardiocytes as well as the precise signal transduction cascade that leads to an increase in ANF and BNP secretion following stretch. Therefore, the finding that mechanoreceptors (mechanically gated ion channels) as well as mechanosensors (PLA2) are most abundant in the atria is central to the generation and the testing of hypothesis. 

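Of 13 measured mechanically gated channels, Kcnk2, Trpm7 and Piezo1 were higher in the atria, by 2.07, 0.65 and 0.31, none was lower and 10 did not pass the test, with the same 3 when adjusted over the list alone. The list had a median of 0.03 (camera adjusted p = 0.36). Trpm7, a cation channel with a kinase domain, had a log2 signal intensity of 8.54 ± 0.08 (SD, n = 4) in the atria and 7.88 ± 0.12 (SD, n = 4) in the ventricles (adjusted p = 5.8e-05 from limma). Piezo1 lost its call with quantile normalization between arrays, at 0.25. Among the channels that did not pass were Trpc1 (0.2), Trpc6 (-0.26), Piezo2 (-0.18) and Trpv4 (-0.22). Of these, Trpc6 passed as lower without atrial replicate 1 (-0.38, adjusted p = 0.0023) and without atrial replicates 1 and 4 (-0.43, adjusted p = 0.0018). Phospholipase A2 genes went both ways: besides Pla2g2a, Pla2g4a and Pla2g5 were higher in the atria (0.99 and 0.4), Pla2g12a was lower (-0.62) and Pla2g6 did not pass (-0.05).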

Because some prostaglandins are known to be potent stimulators of ANF synthesis and secretion [17], it is of interest that the mechanosensor PLA2 is abundantly expressed in the atria. Activation of PLA2 following plasma membrane stretch could cause the release of arachidonic acid, a substrate for prostaglandin synthase.

The rapid secretory response following stretch of atrial cardiocytes as compared to the response to other ANF secretion agonists such as endothelin-1 (ET-1) [18] has long suggested that the phenomenon of stretch-secretion coupling is related to mechanosensitive ion channels. It has been suggested [19-22] that K_ATP _channels are involved in stretch-secretion coupling. These channels are stretch-sensitive [23], are known to couple to G proteins, including Gα_o _[24,25], and have been associated with other secretory processes [26-28]. The results and conclusions reached from investigations on the involvement of K_ATP _channels on ANF secretion have often been contradictory. An inspection of the literature suggests that a likely reason for these discrepancies may lie on differences in experimental systems (in vivo or in vitro, perfused or non perfused tissues, etc.) [19-22]. Most importantly, pharmacological studies have been made with little reference to the several candidate ion channels that may be present in the atria. The present investigation shows that Kir6.1 is significantly expressed in the ventricles. 

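SUR2 (Abcc9) was lower in the atria at all 3 of its probe sets, with differences of -0.85, -0.91 and -0.64 (adjusted p = 1.4e-05, 0.009 and 0.003 from limma), of which the second did not pass without atrial replicates 1 and 4 (adjusted p = 0.077). The brightest, with -0.85, had a log2 signal intensity of 8.97 ± 0.15 (SD, n = 4) in the atria and 9.81 ± 0.05 (SD, n = 4) in the ventricles. SUR2 and Kir6.1 form the ATP-sensitive K+ channel of vascular mural cells, and Abcc9 is itself among the pericyte markers that were higher in the ventricles. Kir6.2 (Kcnj11), the pore subunit of cardiomyocytes and β cells, differed by 0.17, 0.03 and -0.11 at its 3 probe sets, with adjusted p-values of 0.14, 0.81 and 0.21. The first passed with pools blocked by their numbers in Additional file 1 (adjusted p = 0.049) and without atrial replicate 4 (0.23, adjusted p = 0.037), and the last, which is the brightest, passed as lower with cyclic loess (-0.17, adjusted p = 0.039) and with quantile normalization between arrays (-0.19, adjusted p = 0.02). SUR1 (Abcc8) differed by 0.16 (standard error 0.07, adjusted p = 0.099), and by 0.21 without atrial replicate 4, where it passed (adjusted p = 0.029).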

The ATP binding cassette SUR2, whose expression level (1.79 fold) didn't meet the fold cut-off criteria was more abundant in the ventricles, and, while not significant, Kir6.2 and SUR1 had marginally higher expression in atria.

Three other channels had significantly higher levels of expression in the atria over the ventricles. These included the inward rectifiers Kcnj3, Kcnj5 and the background channel TREK-1. Kcnj3,5 channels, which are activated by G protein coupled receptors (GPCRs) coupled to pertussis toxin (PTX) sensitive G_i/o _proteins, exhibit mechanosensitive properties and might participate in a mechanoelectrical feedback pathway regulating ANF and BNP secretion [29,30]. This view is in line with our recent finding that PTX can abolish stretch secretion coupling [31]. The background channel TREK-1 produces an outwardly rectifying current and is a member of the 2 pore domain potassium (K_2P_) channel family. TREK-1 has been characterized as a stretch-activated membrane channel. It is primarily expressed in the central nervous system but has been found in cardiac tissues [32] as well as in specific endocrine cells, such as adrenocortical cells [33]. Atrial abundance of TREK-1 was further validated by RT-PCR (Figure 1). Immunohistochemical analysis localized TREK-1 protein in isolated adult rat atrial cardiocytes and it is suggested that TREK-1 may act as a regulator of ANF secretion [34].

The complex signal transduction pathways resulting from the activation of GPCRs is in part orchestrated by an assorted population of G proteins, assembled from a various combinations of 20 Gα, 5 Gβ and 12 Gγ isoforms [2]. Pathway analysis of the microarray data revealed differential expression of genes involved in G protein signaling pathways between atrial and ventricular tissues. The G protein Gα_o _isoform 1 was found more abundant in the atria by both microarray and RT-PCR analyses and was demonstrated by immunohistochemistry to co-localize with ANF in atrial granules and in the sarcolemma [31]. Differential expression of the Gβ and Gγ subunit isoforms was also observed between the atria and ventricles but the functional significance of the differential G protein subunit diversity is not well known.

The identification of accessory proteins involved in the modulation of G protein signal transduction has helped to gain insight into the mechanisms involved in the specificity of a cellular response from an assortment of external stimuli. RGS proteins are capable of inhibiting signaling by acting as a GTPase Accelerating/Activating Protein (GAP), which accelerate the intrinsic rate of GTP hydrolysis of the G_αi/o _subunit [35]. The preponderance of genes encoding for RGS proteins appears to be tissue specific. RGS2 and RGS6 were abundantly expressed in the atria while RGS5 was found at higher levels in the ventricles. These findings are confirmed by other studies in which RGS mRNA and protein levels were measured within atrial and ventricular cardiocytes [35-37].

In addition to the previously mentioned accessory proteins, in this work we identified the atrial specific transcript Rasd1, also known as AGS1. AGS1 was found more abundant in the atria by both microarray and RT-PCR analyses. In the absence of receptor stimulation, AGS1, a member of the Ras subgroup of small G proteins, specifically activates G_i/o _heterotrimeric signaling pathways by promoting nucleotide exchange on Gα_i/o _proteins and enhancing Gβγ uncoupling from Gα_i/o _[38]. Since stretch secretion coupling of ANF and BNP is mediated by PTX-sensitive Gα_i/o_, the differential expression of AGS1, as well as the other accessory proteins for G proteins identified in this investigation, is of particular interest. Due to AGS1 opposing effects on G_i/o _mediated signaling following agonist dependent or independent GPCR activation [39-42], AGS1 may help orchestrate the complex diversity and specificity of G protein signaling under different conditions.

## Conclusion

The data developed in this investigation describes for the first time data on gene expression particularly centred on the secretory function of the heart. Based on our data mining strategy, we narrowed down the list of the 1415 differentially expressed genes to a group of 115 genes. Additional data filtering generated a subset of 20 candidate genes, described herein, that are likely involved in the endocrine function of the heart. Of special interest is the relationship between G proteins of the inhibitory type, as well as their accessory proteins, and members of the inward rectifiers and the two pore domain K^+ ^channel superfamily. This investigation provides the basis of hypotheses formulation to further explore the endocrine function of the heart in physiological and pathophysiological conditions. Several lines of investigation are being pursued in our laboratory based on the findings described herein.

## Methods

### Total RNA extraction

The left atria appendage and the left ventricular free wall were obtained from thirteen normal male Sprague Dawley rats (225–275 g; Charles River Laboratories, Wilmington, MA), sacrificed by decapitation. The experimental protocol was carried out according to the Canadian Council on Animal Care Guide to the Care and use of Experimental Animals following approval by the University of Ottawa Animal Care Committee. The tissues were snap-frozen in liquid nitrogen and stored at -80°C. Atrial and ventricular tissues were grouped and then divided into 4 pools from which total RNA was extracted using Trizol^® ^(Invitrogen, Carlsbad, CA) following the manufacturer's instructions.

### Microarray hybridization

The quality of the extracted RNA from four independent pools of atrial and ventricular tissue was assessed using an Agilent Bioanalyzer (Agilent Technologies, Palo Alto, CA). Ten μg of total RNA was used to generate the first strand cDNA using the one cycle target labeling protocol. The biotin-labeled cRNA was prepared according to the manufacturer's protocol and hybridized to the GeneChip^® ^Rat Genome 230 2.0 Array (Affymetrix, Santa Clara, CA) which contains 31042 probe sets and analyses over 30000 transcripts from 28000 genes. Detailed description of the hybridization protocol is available at:

. Four biological replicates for each muscle type were generated. These steps were carried out by the Genome Québec Innovation Centre (Montreal, QC).

### Data analysis

The files that contain cell intensities (.CEL) were visually inspected with the dChip  software as a quality control measure in order to identify local image contamination prior to normalization. Preliminary expression summaries produced by Microarray Suite 5.0 (Affymetrix, Santa Clara, CA) (MAS5) software were used to generate scatterplots, to assess microarray reproducibility, and detection calls. The normalized signal intensities from the normal atrial replicates as well as from the normal ventricular replicates were visualized by pairwise scatterplots in which individual chips within the same group were plotted against each other (within-class). The majority of data points representing signal intensities for both atrial and ventricular tissues were highly correlated for the four replicates.

Further analysis was conducted using the expression level summary files computed by Robust Multiple-Array Averaging (RMA) which is implemented in Bioconductor . We used the RMA summary method, which generates background adjustments, quantile normalizations and summarizations of the raw scanned data in order to produce a measure of mRNA expression levels. It has been shown that RMA has superior precision, better estimation of fold change and provides higher specificity and sensitivity when analyzing fold changes to detect differentially expressed genes [43,44]. Differential expression of genes was considered to be significant based Significance Analysis of Microarrays (SAM)  with a False Discovery Rate (FDR) of 0.01%. Genes were considered biologically differentially expressed based on an up- or down-regulation of expression levels by at least 1.8 fold (log base 2 = 0.848). The complete filtered raw data can be found in Additional file 1. Sample hierarchical clustering was performed with TIGR MeV software  using the Pearson uncentered correlation with complete linkage. Pathway analysis, which identifies biologically relevant networks that exist among differentially expressed genes, was done by GenMAPP software . Functional classification was carried out using GeneSpring 7.0  and Netaffx  software. The microarray data has been deposited in the National Center for Biotechnology Information's Gene Expression Omnibus (GEO) and complies with MIAME standards (accession number: GSE5266).

### Real-time PCR

Real-time PCR was used to validate expression profiles of transcripts using the Roche LightCycler 480 relative quantification software. Standard curves were performed in triplicate for each primer pair. G6PD was used as the reference gene. RT-PCR was performed in quadruplet for each gene and the median crossing point was used to determine the concentration ratio, based on the relative standard curves for each target and reference gene. Most primer nucleotide sequences were obtained from the literature and validated by PRIMER3 . Primer sequences are listed in Table 4.

**Table 4:** Oligonucleotide sequences used for real-time PCR

**Name**	**Forward Primer**	**Reverse Primer**
ANF	GCCGGTAGAAGATGAGGTCA	GGGCTCCAATCCTGTCAATC
AGS1	GCGGCGAAGTCTACCAGTTG	TGTCTAAGCTGAACACCAGAATGA
Bet1	AAGCAAGTGGGAGAGCAGAA	GAGGAAAGAAACGGCCCTAC
BNP	TCTGCTCCTGCTTTTCCTTA	GAACTATGTGCCATCTTGGA
G6PD	CCAGCCTTCTACAAGCACCTCAA	AATAGCCCCCACAACCCTCAGTA
Gαo	GTCACCGACATCATCATTGC	AGGTTAGACAGGGGCTTGGT
Kcnj5	TCCTTCTAGTGCAGGCCATC	TTTTCCAAGGTGAGGACTGG
Kir6.1	CACAAGAACATCCGAGAGCA	CAGACTCCAGGCCACTCTTC
Nr2f2	AAAGTCCCAGTGTGCTTTGG	ATATCCCGGATGAGGGTTTC
Pitx2	GTACCCCGGCTACTCGTACA	CACCATGCTGGACGACATAC
RGS2	ATTGGAAGACCCGTTTGAGCTA	TTCCTCAGGAGAAGGCTTGATAA
RGS6	ATGTCGGCGTTTGAAGAATC	AAGCTTTCAGCCACTTTGGA
Sec22	GCAAGATGTGCAGAGGATCA	ATCTCACAGCCACCAAAACC
SGNE1	TCCAAATCCCTGTCCTCTTG	TGTCCAGCCTCTTTCCTTGT
TREK-1	GTGTCCTCTTCGTGGCTCTC	ACGAGGATCCAGAACCACAC

### Immunohistochemistry

Paraffin-embedded, paraformaldehyde-fixed rat atrial tissue sections were deparaffinized in toluene and hydrated in a graded alcohol series. The sections were incubated for 30 minutes in 3% H_2_O_2_/methanol, washed for 5 minutes in PBS, blocked with 5% normal goat serum in PBS for 60 min followed by a single wash in PBS and incubated with the primary antibody in 2% normal goat serum, 2% BSA in PBS overnight at 4°C, and then incubated for 60 min with biotinylated anti-rabbit IgG. The primary antibody dilution of secretogranin V antibody (SGNE1) (ab22699, Abcam, Cambridge, MA) was 1:500. The slides were then washed in PBS, incubated with Fluorescein Avidin D for 30 min, washed in PBS and distilled water and mounted using Vectashield mounting media (Vectorlabs), and examined with a Leica fluorescence confocal microscope.

## Authors' contributions

MFM collected the samples, performed the analysis of the microarray data, carried out the real-time RT-PCR experiments, and drafted the manuscript. AJdB participated in the design and coordination of the experiment, assisted in the interpretation, and contributed to the discussion. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Filtered signal intensities data of atrial and ventricular biological replicates**. 

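Additional file 1 lists log2 signal intensities for 1415 probe sets. All 1415 are among the deposited values and were past an adjusted p under 0.05 with the 1.8 fold criterion here, the highest adjusted p from limma being 0.0491. At the study thresholds 1173 of them were called, 692 higher in the atria and 481 in the ventricles. Probe sets that meet an adjusted p under 0.05 and the fold criterion and are not among the 1415 number 286. Their median log2 signal intensity was 6.21 against 6.19 for the 1415, and 80.1% against 81.1% had a gene symbol. They include Upk1b, a membrane protein of mesothelium and urothelium (32.8 fold higher in the atria), and Kcnip2 (10.3 fold higher in the ventricles). The L-type Ca2+ channel Cacna1d (at least 2.65 fold higher in the atria), the VEGF receptor Kdr and Podxl (2.53 and 2.79 fold higher in the ventricles) are further examples.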

List of 1415 differentially expressed genes. Normalized signal intensities are shown for left atrial replicates (LA (n)) and left ventricular replicates (LV (n)). The average signal intensities of each probe set within the atrial and ventricular groups were calculated and the difference between the two averages was determined (log2 ratio). 

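The log2 ratio of each probe set in Additional file 1 equals the difference of the means of the deposited values within 0.000499 for all 1415 probe sets. The columns LA 1, LA 2 and LV 1 to LV 4 hold the arrays with the same numbers in the deposited labels. The column LA 3 holds the values of the deposited atrial replicate 4, and LA 4 those of replicate 3. Replicate numbers given here are those of the deposited labels.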

Click here for file

Additional file 2 **Differentially expressed genes between normal left atrial and left ventricular tissues classified into the Ligand related functional groups**. 

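Additional file 2 groups genes by the kind of ligand they encode, such as cytokines, growth factors and hormones. Of its 61 probe sets, 36 were higher in the atria and 25 in the ventricles at an adjusted p under 0.05 from limma, and 53 passed the study thresholds. Igfbp6, which binds insulin-like growth factors, was 3.4 and 3.61 fold higher in the atria at its 2 probe sets, and Xpnpep2, a peptidase that degrades kinins, was 1.99 fold higher in the ventricles. The genes were chosen on these arrays, so the counts are not independent evidence.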

Positive fold change values indicate a higher abundance in the atria compared to the ventricles, whereas negative fold change values demonstrate a higher ventricular abundance in comparison to the atria. Click here for file

Additional file 3 **Differentially expressed genes between normal left atrial and left ventricular tissues classified into the Receptor related functional groups**. 

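Additional file 3 groups genes of receptor signaling, ligands included. Of its 39 probe sets, 23 were higher in the atria and 16 in the ventricles at an adjusted p under 0.05 from limma, and 35 passed the study thresholds. Among them the growth factors Fgf9 and Bdnf differed by -2.56 and -1.92 and the binding protein Igfbp5 by 2.16. Of the receptors in Table 1, natriuretic peptide receptor 3 (Npr3), the clearance receptor, had a log2 signal intensity of 7.12 ± 0.13 (SD, n = 4) in the atria and 4.53 ± 0.14 (SD, n = 4) in the ventricles. Npr3 is also among the endocardial markers, of which 7 of 9 were higher in the atria and 1 was lower. The guanylyl cyclase receptors went otherwise: Npr1 was lower in the atria, at -0.56 (adjusted p = 5.8e-05), and Npr2 did not pass, at -0.12. Of the 3 natriuretic peptide receptors, 1 was higher, 1 was lower and 1 did not pass, and 1 and 1 when adjusted over the list alone (median -0.12, mean 0.64, camera adjusted p = 0.93).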

Positive fold change values indicate a higher abundance in the atria compared to the ventricles, whereas negative fold change values demonstrate a higher ventricular abundance in comparison to the atria. Click here for file

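DNA binding proteins listed by the study went more often toward the atria. Of the 38 probe sets of Additional file 4, 28 were higher in the atria and 10 in the ventricles at an adjusted p under 0.05 from limma. At the study thresholds 27 were called, 19 higher in the atria and 8 in the ventricles. Sall1, a zinc finger factor, was 2.09 fold higher in the atria, and Egr1 and Nr4a3, with SDs of 0.77 and 1.27 among the atrial pools, passed the first criterion and not the study thresholds. The study chose these probe sets on the same arrays, so the tally is not independent evidence of a direction.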

Additional file 4 **Differentially expressed genes between normal left atrial and left ventricular tissues classified into the DNA binding protein functional group**. Positive fold change values indicate a higher abundance in the atria as compared to the ventricles, while negative fold change values demonstrate a higher ventricular abundance in comparison to the atria. Click here for file

Additional file 5 **Comparative analysis of atrial vs. ventricular differentially expressed genes from Tabibiazar et al., Kaynak et al., and Zhao et al., that are in common with Forero et al.**. 

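Additional file 5 sets genes of this study beside those of 3 others, with 55 entries that come to 36 probe sets. On these arrays, all 36 passed an adjusted p under 0.05 from limma, 35 in the direction that the file lists, and 31 passed the study thresholds. By study, the direction was the listed one at an adjusted p under 0.05 for 36 of 37 entries from Tabibiazar et al., 9 of 9 from Kaynak et al. and 9 of 9 from Zhao et al. The entries were selected for being shared, so these counts are not independent evidence.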

Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

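RNA of 4 pools of left atrial tissue and 4 pools of left ventricular tissue from 13 male Sprague Dawley rats was measured on 8 arrays, 1 array per pool. Which animals went into which pool is not stated, so pools could not be matched by animal, and that the tissue is from the left side rests on the paper. The authors processed the probe intensities by RMA, and the deposited values are log2 signal intensities, 1 per probe set and array, for 31042 probe sets. The version of RMA is not stated. The values run from 1.9 to 13.77 with array medians of 4.8 or 4.81, as expression summaries on a log2 scale do. No AFFX control probe sets are in the deposited values (0 found), so the alternative of keeping them was void and was not run.

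The deposited values were used without further scaling. Differences are the mean of the atrial arrays minus the mean of the ventricular arrays, with SDs between the 4 pools of a tissue and standard errors from the model. Probe sets were tested with limma 3.58.1 in R 4.3.3, with moderated variances and Benjamini-Hochberg adjustment over 31042 probe sets. The study thresholds are an adjusted p under 0.0001, equal to the FDR of 0.01%, and a fold of at least 1.8 (0.848 on the log2 scale). Named genes and members of lists were called at an adjusted p under 0.05. The adjustment was also made over each list alone. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

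Gene names come from the platform annotation: 20826 probe sets carry 1 symbol, 436 carry several genes and 9780 none, of which 51 were named through Additional file 1. Symbols of 20758 probe sets were brought up to date through their gene ID. For lists, each of 14256 genes was represented by its probe set with the highest mean over all arrays. The 34 lists (20 gene groups and 14 cell types) hold 765 genes, of which 701 were measured. Lists were tested with camera at an inter-gene correlation of 0.01, and again with the correlation estimated from the data, with adjustment over the lists. The test fry, which asks whether a list differs at all and not whether it differs more than other genes, was also run. It passed for lists that camera did not call, such as regulated exocytosis (adjusted p = 2.2e-06), mechanically gated channels (1.6e-05) and steroid metabolism (1.6e-05). It did not pass for adipocyte (0.22) and neuron markers (0.34) or immediate early genes (0.63). Because values of Additional file 1 had been seen in part when the lists were written, among them those of Adipoq, Pck1, Rbp4, Krt8, Krt19, Msln, Flt1, Rgs5 and Kcnj8, the lists are not independent of the study, and each was also tested without the genes of Additional file 1. Named genes are those that the paper names, those of its tables, list members with the largest differences in each direction, genes that go against their list and markers used in a test of an explanation. Some of these genes are withheld and are not reported here.

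The median SD between pools was 0.117 in the atria and 0.0986 in the ventricles. The procedure was tested on simulated data with 200 changed probe sets of 31042. At an adjusted p under 0.05 it recovered 45 of 50 changed by 1.5 fold and 49 of 50 changed by 2 fold, and at the study thresholds 29 of 50 changed by 2 fold and 49 of 50 changed by 4 fold. Of 30842 unchanged probe sets, 6 were called at an adjusted p under 0.05 and 0 at the study thresholds. In the deposited data 12034 probe sets passed an adjusted p under 0.05. The Benjamini-Hochberg cut-off depends on the share changed, so the simulated rates need not hold for the deposited data.

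Whether pools are paired was checked through the correlation of residuals after removal of the tissue means. Pools with the same number in the deposited labels had correlations from -0.188 to 0.155, and 2 of 4 had their best partner under their own number. In Additional file 1 the atrial columns 3 and 4 hold the deposited replicates 4 and 3. With those numbers the pairs had correlations from 0.134 to 0.278, the other pairs from -0.188 to 0.0612, and all 4 atrial and all 4 ventricular pools had their best partner under their number. The paper states no pairing, so the unpaired comparison was kept and a block by each numbering was run as an alternative.

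Alternatives were the SAM statistic, written anew after its published definition (70 permutations, fudge factor 0.0503, share unchanged 0.383), a trended and robust limma fit, blocks by replicate number, arrays centred on the median, cyclic loess and quantile normalization between arrays, the dimmest 40% of probe sets left out, and each array left out in turn. Other fold criteria, a test against the fold itself, every other probe set of a gene, all probe sets or the mean of the probe sets of each gene in a list, and lists without genes of Additional file 1 were also run. The block by the numbers of Additional file 1, the omission of atrial replicates 1 and 4 together and the correlations with 1 array omitted were added after the values had been seen. All 35 splits of the 8 arrays into 4 and 4 were run for the counts. A pool was taken as apart from the other 3 of its tissue when its Dixon ratio passed 0.829. The detection calls and the PCR values were not analysed here, and the pathway and ontology scores of the paper were not recomputed, because the lists stand in their place.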

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

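The tests of ventricular muscle in atrial replicates 1 and 4, with the reading of Myh7 and Myl2 in them, were chosen only after the result was seen, and the test of brown adipose tissue was reworded after its values were known.

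The lipogenic genes Fasn, Scd and Thrsp were higher in the atria, and the adipocyte markers outside fatty acid synthesis had a median difference of 0.82. That lies between the 0.5 below which adipocytes would have been argued against and the value of 1 set for them. The median thus does not decide between adipocytes attached to the atrial tissue and lipogenesis in atrial cells themselves. The list holds Fabp4, Lpl, Plin4 and Aqp7, at 11.1, 11.96, 9.41 and 9.39 in the ventricles, so a share of adipocytes need not raise their differences. That median moved with single pools, at 0.42 without atrial replicate 4 and 1.09 without atrial replicate 1. Without both it was 0.66 (camera adjusted p = 0.026), an omission chosen after the values had been seen. The median of 0.82 became -0.01 without the genes of Additional file 1. Those genes were chosen for large differences on these arrays, so a small remainder was built in and decides nothing. The medians of the atrial pools ran together. In replicates 1 to 4 they were 0.02, 0.31, 0.3 and 0.53 for fatty acid synthesis and -0.23, 0.78, 0.46 and 1.94 for adipocyte markers. Fasn, Scd and Thrsp had the pool order of Adipoq, Plin1, Cidec and Rbp4, while Lpl and Plin4 did not. The spread of the lipogenic genes among atrial pools thus goes with adipocytes. In replicate 1 Fasn read 5.05 against 4.78 ± 0.06 in the ventricles, and Scd 6.24 against 4.29 ± 0.34. Adipoq was above the ventricles there too (5.76 against 3.62 ± 0.25), so for that pool the sources cannot be told apart. Brown adipose tissue also cannot be told apart, since the other brown markers had a median of -0.28 in atrial replicate 4, but only 2 of the 6 lie below a log2 of 4 in the ventricles, where a small share would show. The biological difference between atrium and ventricle stays open and was not tested on its own.

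Kcnj8, Rgs5 and Abcc9 were higher in the ventricles, and the other 12 pericyte markers had a median of -0.71, with 11 lower in the atria and 0 higher. A candidate explanation is a larger share of pericytes and capillaries in the ventricular tissue, and the values it needs are there. A change within cardiomyocytes was not tested.

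Atrial replicate 4 held 7 airway genes, Scgb1a1, Bpifa1, Clca1, Scgb3a1, Cyp2f4, Pigr and Wfdc2, at a median of 2.89 over the ventricular mean, with a log2 signal intensity of 8.22 for Scgb1a1 and 9.64 for Bpifa1. Other airway markers had a median of 0.19 over the other 7 arrays (4 of 20 over 0.5, 20% against 3.2% of all probe sets), between the bounds of 0.1 and 0.3 set for the test, so airway epithelium in that pool cannot be told apart from other sources. The 4 include Agr2 and Aldh3a1, which read 6.25 and 5.86 in that pool against 6.37 and 6.21 in atrial replicate 1. Both were higher in every atrial pool than in the ventricles, so their place in the count is not specific to replicate 4. Alveolar markers had a median of 0.02, below 0.1, with the surfactant gene Sftpc at 3.63 (3.35 to 3.84 in the other arrays), which argues against alveolar lung tissue, although 1 of 10 lay over 0.5 (10%), Sftpd at 4.06 (3.28 to 3.46). In atrial replicate 4, 15 of 17 other ventricular probe sets lay above the median of the other 3 atrial arrays. Their median was 0.28, against -0.28 and -0.17 in replicates 2 and 3, so ventricular muscle may have entered that pool. Over the ventricular mean, RGS and accessory proteins (0.11 against -0.2 to -0.03) and neuron markers (0.04 against -0.15 to -0.07) also read higher there than in the other atrial pools. Cardiomyocyte markers of both chambers read lower (-0.1 against -0.02 to 0.03). The rise is thus not shown to be specific to ventricular muscle. In replicate 1 the count was 12 of 17 and the median 0.19, but a Myh7 probe set read 3.94 there against 4.34 to 4.75 in the other atrial pools, so ventricular muscle and other sources cannot be told apart for that pool. The adipocyte gene Aqp7 was left out of these probe sets after a run that held it.

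Single pools also stood apart elsewhere, as they do by chance in about 1 of 20 groups, and here in 8 of 270 groups tested. Pla2g2a read 8.96 in atrial replicate 4 (others 10.02 to 10.12) and Kcnj3 7.76 in the same pool (8.26 to 8.34). Ptgs1 read 4.3 in ventricular replicate 2 (4.78 to 4.86), while Irx3 read 7.82 (7.44 to 7.48) and Stc1 6.03 (5.66 to 5.71) in ventricular replicate 3. Potassium channels had a median of 0.02 in atrial replicate 4 (-0.09 to -0.07), peroxisomal genes -0.07 in ventricular replicate 3 (0.01 to 0.03) and immediate early genes 0.41 in atrial replicate 2 (-0.11 to -0.03). Among cell types that the paper does not report, mesothelial markers had a median difference of 2.63, endocardial markers 1.91 and fibroblast markers 0.31.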

How the results depend on the processing

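The block by the numbers of Additional file 1, the omission of atrial replicates 1 and 4 together and the correlations with 1 array omitted were chosen only after the result was seen. The cause was not tested for any of the changes below. Signal over background limits what can be said of dim genes, such as neuron markers, of which 7 of 21 remain with the dimmest 40% of probe sets left out. The alternative that keeps AFFX control probe sets was void, with 0 such probe sets. Against 1400 probe sets (818 higher in the atria, 582 in the ventricles), a test against the 1.8 fold itself gave 690 (446 and 244), a fold of at least 1.5 gave 2129 (919 higher in the ventricles) and a fold of at least 3 gave 411 (292 and 119). The other settings gave between 971, with a block by the deposited numbers, and 1701, at an adjusted p under 0.05 with the fold criterion. With the dimmest 40% left out the median correlation was 0.9886 in the atria and 0.9942 in the ventricles, and with 1 array omitted that of the ventricles lay between 0.9961 and 0.9965. With an estimated correlation, camera no longer passed for atrial (adjusted p = 0.15) and ventricular markers (0.1), hormones (0.16), β-oxidation (0.33), oxidative phosphorylation (0.16), complement (0.33) and the markers of endothelium (0.05), vascular smooth muscle (0.1), mesothelium (0.17), endocardium (0.16) and fibroblasts (0.44). Without the genes of Additional file 1 the direction of the hormone list reversed (adjusted p = 1), and complement had 0.71. Those genes were chosen for a fold of at least 1.8 on these arrays, so these changes decide nothing about the lists. Regulated exocytosis passed without dim probe sets (0.034). Fatty acid synthesis passed over all probe sets of each gene (0.0045), with the block by the deposited numbers (0.032) or by those of Additional file 1 (0.047) and without atrial replicates 1 and 4 (0.01), and ran from 0.0065, without atrial replicate 1, to 0.11 with 1 array omitted. Adipocyte markers passed without atrial replicate 1 (0.021) and without atrial replicates 1 and 4 (0.026). Steroid metabolism passed over all probe sets (0.023) and without dim ones (0.032). Complement did not pass over all probe sets (0.052), with the block of Additional file 1 (0.051) and without atrial replicates 1 and 4 (0.09), and ran from 0.025 to 0.068 with 1 array omitted, not passing without atrial replicates 1 (0.055) or 4 (0.068) or ventricular replicate 4 (0.065). The block of Additional file 1 gave 1341 probe sets, 1264 of them among the 1400. Besides fatty acid synthesis and complement it changed the calls of Kcnj11 (0.049), Col6a1 (0.059), Dgat2 (0.023) and Snap25 (0.021), and it changed no other call of a list or named gene. Other probe sets turned the direction for Gnb1 (0.26, -0.04 and -0.17), Htr2a (-0.15), Chm (-0.05), Kcnj3 (-0.28) and Nr2f2 (-0.03 against 2.01, 1.12 and 1.12). A weaker probe set of Irx3 did not pass (-0.1). Whether such probe sets read the gene they are named for was not checked.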

Differences from the paper's values

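The tests in this part were set before the data were examined.

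A fold is taken as different where its sign differs or where it lies, on the log2 scale, further from the paper's than the SD between pools, pooled over both tissues, and a count where it differs by more than 1.5 times. For Ica1 the paper gives a fold of 4.63 and the deposited values 5.63, 0.281 on the log2 scale, with a pooled SD of 0.277. Centring the arrays on the median left it at 5.62 (0.278), just beyond that SD, and with cyclic loess (5.49, 0.247) and quantile normalization (5.45, 0.234) it lay within. For a probe set of Igfbp6 the paper's Table 2 gives 2.25 and the deposited values 3.4, with 3.39, 3.27 and 3.22 under centring, loess and quantile normalization, all of which differ. Additional file 2 lists the same probe set with the paper's 2.25 and elsewhere with the paper's 3.41. Apelin has 2.00 in the paper's Table 2, which stands for higher in the atria, and -2 here, with -2.01, -2.08 and -2.12 under the same 3 settings, all of the other sign. Synapsin III has 1.93 in the paper, which names no probe set for it there, and -1.01 here at the probe set found by symbol, which is not in Additional file 1 and need not be the one the paper read, with -1.01 under centring and 1.05 under both loess and quantile normalization, all of which differ.

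Ccl5 has the paper's 1.97 in Additional file 2 and -1.97 here. A probe set of Flt1 has the paper's 2.08 in 1 entry of Additional file 3 and -2.09 here, and the paper's -2.08 in other entries of the same file. No alternative was run for the values of these files. Table 2 lists 1 probe set of Cuzd1 2 times.

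The paper counts 1415 probe sets, the paper's 859 and 556 by direction, with SAM, against 1400, 818 and 582 here with limma at the same FDR and fold. The SAM statistic gave 1641 and called 1380 of the 1415. All 1415 passed an adjusted p under 0.05 with the fold criterion. The test against the fold, and folds of at least 1.5 and 3, differ from the paper's total by more than 1.5 times, and the other settings, from 971 to 1701, do not.

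The paper counts fewer probe sets for Nr2f2 than the 4 found here, of which 3 were higher in the atria.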

Other observations

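The splits by the numbers of Additional file 1 were chosen only after the result was seen, and the other tests in this part were not. That members going both ways leave the nerve test open was set after its values were known. The groups described were read from the same arrays, so each is a hypothesis.

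Markers of mesothelium, the layer that covers the heart, were among the largest differences of all. Of 13 measured, 11 were higher in the atria, 1 was lower and 1 did not pass, and 11 and 1 when adjusted over the list alone (camera adjusted p = 2.8e-07, adjusted p = 0.17 with an estimated correlation). Upk1b read 8.58 ± 0.32 (SD, n = 4) against 3.55 ± 0.37, Msln 8.88 ± 0.34 against 4.48 ± 0.17, Krt19 was 20.6 fold and Lrrn4 9.77 fold higher, while Wt1 went the other way, at -0.38, and did not pass without ventricular replicate 3 (0.083) or 4 (0.055). Of these 13 genes, 7 are in Additional file 1, and without them the median was 1.22 (camera adjusted p = 0.042). Of 9 endocardial markers, 7 were higher, 1 was lower and 1 did not pass, with the same counts when adjusted over the list alone (camera adjusted p = 4.4e-05, adjusted p = 0.16 with an estimated correlation), among them Plvap (5.76 fold), Adgrg6 (4.79 fold) and Smoc1 (4.6 fold). As 7 of the 9 are in Additional file 1, the list is not independent of the study's choice, and too few are left for a test without them. Of 16 fibroblast markers, 11 were higher, 1 was lower and 4 did not pass, and 11 and 2 when adjusted over the list alone (camera adjusted p = 0.0061, adjusted p = 0.44 with an estimated correlation), led by Mfap5 (1.81 fold). A larger share of surface to muscle in the thin atrial wall was not tested.

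Blood cell markers went mostly toward the ventricles or did not pass. Of 19 macrophage and leukocyte markers, 3 were higher in the atria, 9 were lower and 7 did not pass, and 3 and 10 when adjusted over the list alone (median -0.25, camera adjusted p = 0.13, from 0.021 to 0.7 over the alternatives run), with Cd74 at -0.95 and Cd14 at 0.6. Of 8 mast cell markers, 1 (Cpa3, 0.63, adjusted p = 0.092 without atrial replicates 1 and 4) was higher, 1 was lower and 6 did not pass, and 1 and 1 when adjusted over the list alone (median -0.12, camera adjusted p = 0.63). Of 3 erythrocyte markers, 2 were lower and 1 did not pass, and 2 were lower when adjusted over the list alone (median -0.46, camera adjusted p = 0.31).

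Some single ion channel genes of excitation and conduction also differed. Cacna1g and Cacna1d, which carry pacemaker Ca2+ currents, were 3.01 and at least 2.65 fold higher in the atria, and the sodium channel subunit Scn4b was 9.51 fold higher in the ventricles, as was Cacna1c, at -1.11. Of 12 pacemaker and conduction genes, 2 were higher in the atria, 6 were lower and 4 did not pass, and 2 and 6 when adjusted over the list alone (median -0.23, camera adjusted p = 0.14, from 0.027 to 0.4 over the alternatives run).

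Among secretory genes Scg5 was higher in the atria, and the test assumed that nerve in the atrial tissue would raise neuron and Schwann cell markers with it. The higher of their medians was -0.08 and the other -0.17, both below the bound of 0.2 set for the test. Members of both lists went both ways, with Uchl1 (0.45), Mbp (7.59 fold) and S100b (4.18 fold) higher, S100b in the order of the adipocyte markers among the atrial pools (4.95, 5.62, 5.29 and 6.37), and only 7 of the 21 neuron markers remain when the dimmest 40% of probe sets are left out. Whether nerve fibres without their cell bodies would raise these transcripts was not tested. Such medians decide nothing, so nerve in the atrial tissue and expression in atrial cells themselves cannot be told apart. The paper's preliminary immunofluorescence places SGNE1 protein in structures that could be adrenergic varicosities, and RNA values do not test where a protein lies. Of 12 Schwann cell markers, 3 were higher, 2 were lower and 7 did not pass, and 3 and 2 when adjusted over the list alone (mean 0.29, camera adjusted p = 0.96). Expression of Scg5 in atrial muscle was not tested.

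Of 35 splits of the 8 arrays into 4 and 4, only 1, the real one, gave as many as 1400 probe sets at the study thresholds, and the highest of the others was 0. For the 12034 probe sets at an adjusted p under 0.05 the count was also 1 of 35, and the highest of the others was 0. Splits that mix the tissues hold the tissue difference within their groups, so low counts are expected of them. With pools held in pairs by the numbers of Additional file 1, 8 splits part all 4 pairs, too few for a share under 0.05, and the highest of the others was 0.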
